# Combined deletion of *Bap1*, *Nf2*, and *Cdkn2ab* causes rapid onset of malignant mesothelioma in mice

**DOI:** 10.1084/jem.20191257

**Published:** 2020-04-09

**Authors:** Jitendra Badhai, Gaurav Kumar Pandey, Ji-Ying Song, Oscar Krijgsman, Rajith Bhaskaran, Gayathri Chandrasekaran, Min-chul Kwon, Lorenzo Bombardelli, Kim Monkhorst, Cristoforo Grasso, John Zevenhoven, Jan van der Vliet, Miranda Cozijnsen, Paul Krimpenfort, Daniel Peeper, Maarten van Lohuizen, Anton Berns

## Abstract

We have generated mouse models of malignant mesothelioma (MM) based upon disruption of the *Bap1*, *Nf2*, and *Cdkn2ab* tumor suppressor loci in various combinations as also frequently observed in human MM. Inactivation of all three loci in the mesothelial lining of the thoracic cavity leads to a highly aggressive MM that recapitulates the histological features and gene expression profile observed in human patients. The tumors also show a similar inflammatory phenotype. *Bap1* deletion alone does not cause MM but dramatically accelerates MM development when combined with *Nf2* and *Cdkn2ab* (hereafter BNC) disruption. The accelerated tumor development is accompanied by increased Polycomb repression and EZH2-mediated redistribution of H3K27me3 toward promoter sites with concomitant activation of PI3K and MAPK pathways. Treatment of BNC tumor–bearing mice with cisplatin and pemetrexed, the current frontline treatment, prolongs survival. This makes the autochthonous mouse model described here very well suited to explore the pathogenesis of MM and validate new treatment regimens for MM, including immunotherapy.

## Introduction

Malignant mesothelioma (MM) is a highly aggressive tumor of serosal surfaces. The frontline therapy only extends overall survival for a few months, and targeted therapies have largely failed in the clinic (Vogelzang et al., 2003). The genomic landscape of MM shows frequent inactivation of the *CDKN2AB* locus that encodes for the p16^INK4A^, p15^INK4B^, and p14^ARF^ cell cycle inhibitor proteins and the Neurofibromatosis Type 2 (*NF2*) tumor suppressor gene (Cheng et al., 1994; Sekido et al., 1995). *BAP1*, encoding a nuclear deubiquitinase, was found to be mutated or deleted in multiple cancers, including ∼60% of human MM (Bott et al., 2011; Bueno et al., 2016; Carbone et al., 2012; Harbour et al., 2010; Hmeljak et al., 2018; Nasu et al., 2015; Testa et al., 2011). Furthermore, alterations in the Hippo pathway, mTOR, and chromatin modifiers were found in MM (Bueno et al., 2016).

The Polycomb Group (PcG) of proteins are chromatin modifiers essential for the maintenance of gene repression and stabilization of cell fates. They carry out their function via three major complexes: the Polycomb repressive complex 1 (PRC1), PRC2, and the Polycomb repressive deubiquitinase complex (Blackledge et al., 2015; Scheuermann et al., 2010; Sparmann and van Lohuizen, 2006). PRC2 can bind to chromatin and its catalytic unit EZH2 trimethylate H3K27, which is then recognized by PRC1, which monoubiquitinates H2A on K119 leading to chromatin compaction and gene repression (Bracken and Helin, 2009). Vice versa, variant PRC1 complexes can initiate H2A119ub1, which then, via adapter proteins, can recruit PRC2, causing H3K27 trimethylation (Blackledge et al., 2014). BAP1 opposes the function of PRC1 via the deubiquitination of H2A119ub1 as part of the Polycomb repressive deubiquitinase complex. Deregulation of the Polycomb repressive system is implicated in many cancers (Blackledge et al., 2015; Sparmann and van Lohuizen, 2006).

Several research groups have generated asbestos-induced mesothelioma in the mouse (Fleury-Feith et al., 2003; Kadariya et al., 2016; Marsella et al., 1997; Napolitano et al., 2016; Xu et al., 2014). Induction of mesothelioma in *Nf2*-deficient mice and *Cdkn2ab*-deficient mice and combined *Trp53-* and *Pten*-deleted mice (Altomare et al., 2011; Altomare et al., 2005a; Sementino et al., 2018) was reported. We previously reported that simultaneous inactivation of *Nf2* and *Trp53* in the mesothelial lining of the thoracic cavity of mice gives rise to mesothelioma. In addition, depleting *Cdkn2a* further accelerated tumor development (Jongsma et al., 2008).

Our compound mouse models harbor combinations of the predominant genetic lesions found in human MM. This results in a significantly faster onset of mesothelioma compared with current models that require a considerable time to develop MM. Besides, the models recapitulate well the cognate human disease, including the characteristic inflammatory microenvironment. Therefore, the models described here should be attractive for testing new therapeutic interventions.

## Results and discussion

### *Bap1* deletion together with *Nf2* and *Cdkn2ab* leads to a rapid onset of MM

The Cancer Genome Atlas (TCGA) database shows that *BAP1* is frequently inactivated in conjunction with disruption of *NF2* and *CDKN2AB* (Fig. 1 A; Yap et al., 2017). To study the contribution of each of these genetic lesions to mesothelioma pathogenesis, we inactivated these genes in various combinations by injection of Adeno-Cre (Adenovirus carrying the Cre recombinase gene driven from the CMV promoter) into the pleural space of mice carrying conditional alleles of these genes (Fig. S1, A and C; Jongsma et al., 2008). The combined loss of *Bap1*, *Nf2*, *Cdkn2ab* (hereafter BNC) in the mesothelial lining of the thoracic cavity gave rise to mesothelioma in all mice of the cohort (Fig. 1 B and Fig. S1, B, D, and E). Mice in which *Nf2*, *Cdkn2ab* (hereafter NC) were deleted but with functional *Bap1* alleles gave rise to mesothelioma in 75% of the mice, whereas the remaining 25% succumbed from other tumors such as histiocytic sarcoma and lymphoma (Table S1). The mice were sacrificed when they showed signs of illness (respiratory distress, breathing abnormalities, and weight loss). The median survival of mice homozygously deleted for NC was 190 d. The additional heterozygous or homozygous loss of *Bap1* reduced the median survival to 140 and 85 d, respectively (Fig. 1 B). This is in line with the poor survival observed in man (Fig. S1 F), similar to analysis reported using the TCGA mesothelioma patient with *BAP1*, *NF2*, and *CDKN2A* alterations (Hmeljak et al., 2018).

**Figure 1.**
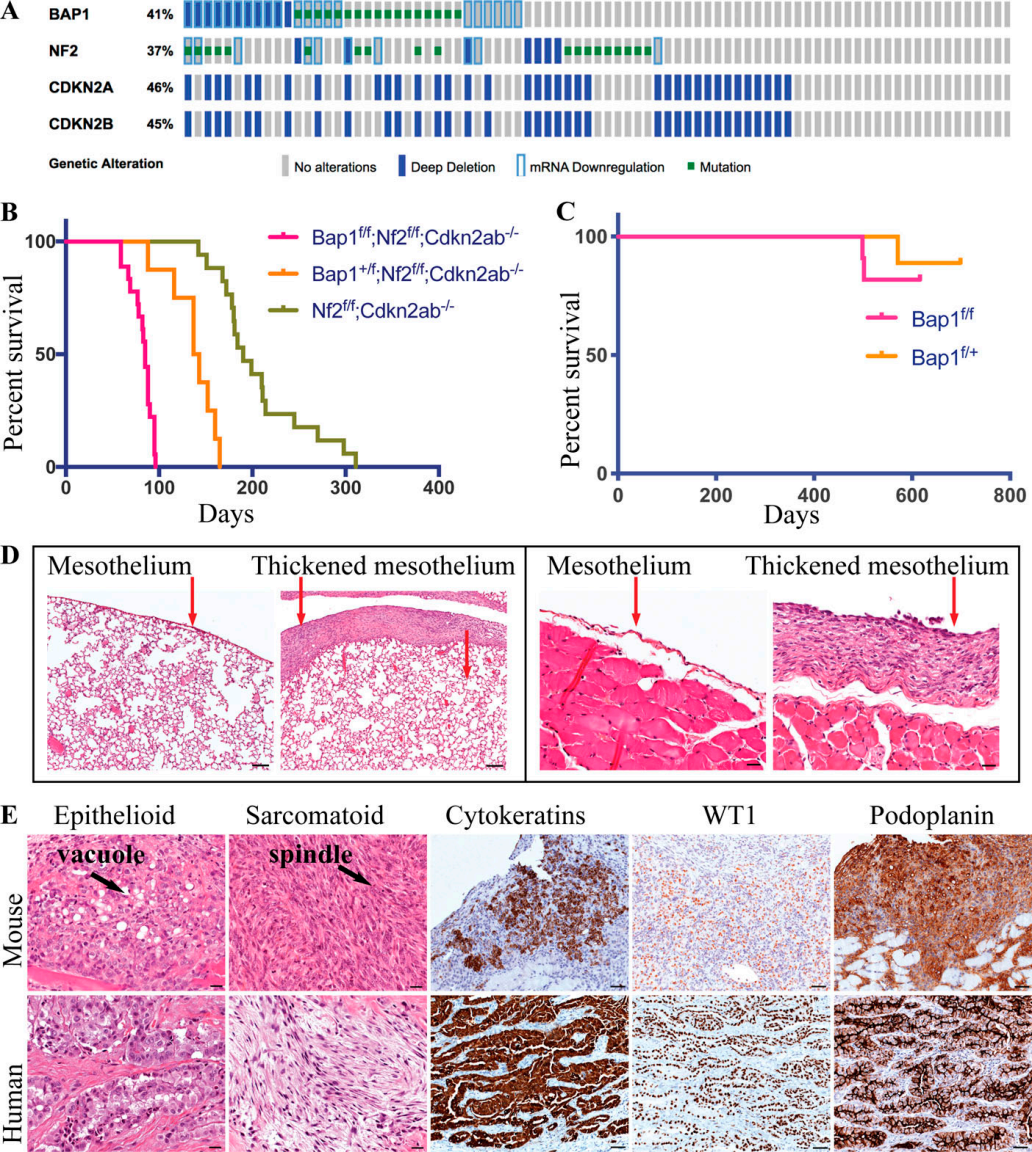
**Bap1 loss accelerates tumor initiation and progression in a mouse model of mesothelioma. (A)** CBioportal oncoplot of *BAP1*, *NF2*, *CDKN2A*, and *CDKN2B* in mesothelioma TCGA data. **(B)** Overall survival of Ad-CMV-Cre–activated *Bap1*^f/f^;*Nf2*^f/f^;*Cdkn2ab*^−/−^ (BNC; *n* = 18), *Bap1*^f/+^;*Nf2*^f/f^;*Cdkn2ab*^−/−^ (*n* = 8), and *Nf2*^f/f^;*Cdkn2ab*^−/−^ (NC; *n* = 17). **(C)** Survival curve of *Bap1*^f/f^ (*n *= 11) and *Bap1*^f/+^ (*n* = 9) mice. All mice have mixed C57BL/6 and FVB background. **(D)** Representative H&E staining of lungs and diaphragm of mouse at 4 wk after Adeno-Cre injection. Scale bars are 100 µm for the lung H&E and 20 µm for the diaphragm H&E. **(E)** H&E staining of human and mouse mesothelioma representing epithelioid and sarcomatoid cells. IHC of cytokeratins, WT-1, and podoplanin (D2–40) of both human and mouse mesothelioma. Scale bars are 20 µm for H&E and 50 µm for immunohistostaining.

**Figure S1.**
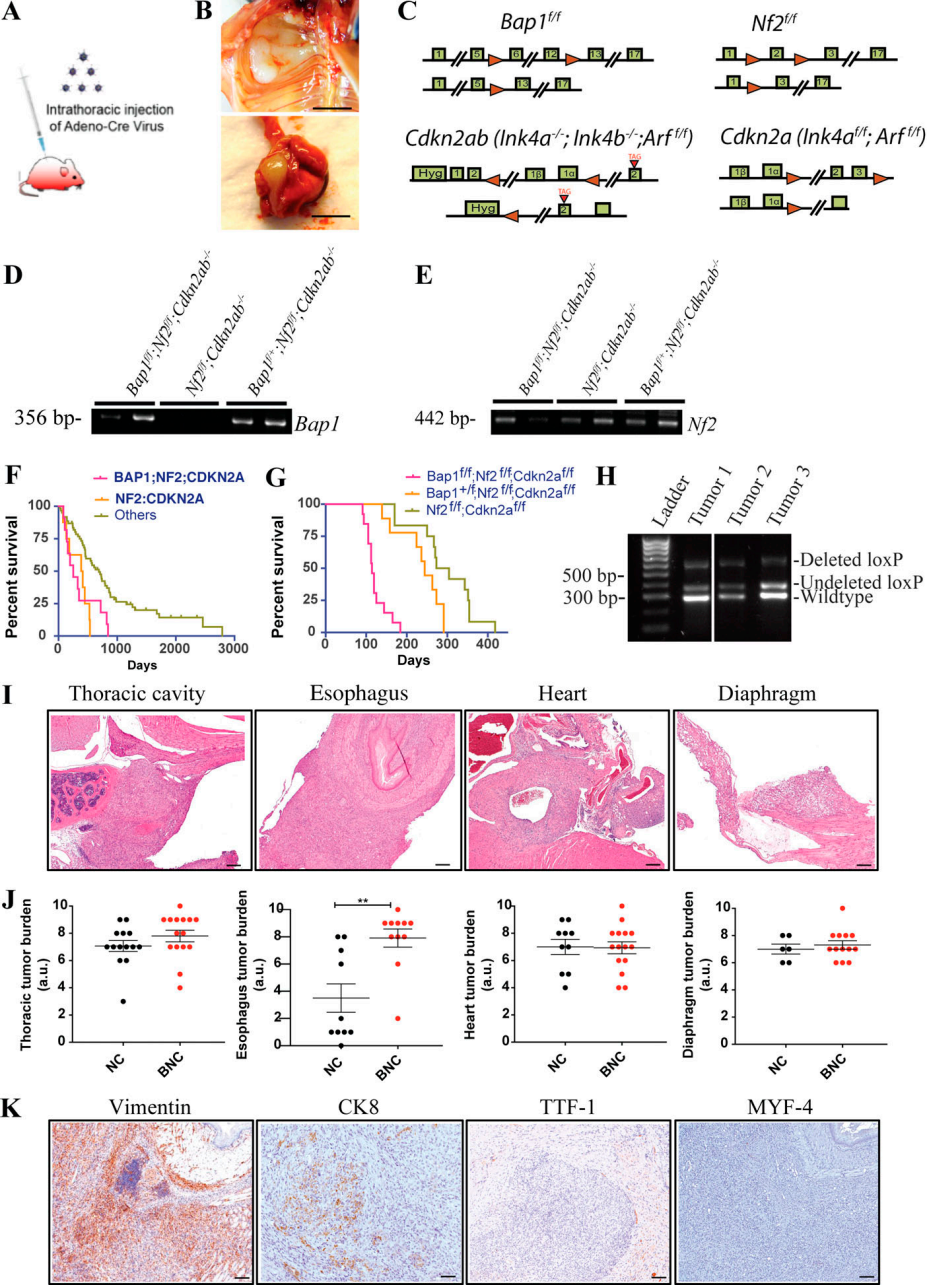
**BAP1 loss accelerates tumor development in a mouse model of mesothelioma. (A)** Schematic of intrathoracic injection of Adeno-Cre virus into the pleural space of a mouse by insulin injection syringe to induce deletion of floxed alleles in mesothelial layers. **(B)** Photographs of mesothelioma in thoracic wall and lungs/pleura. Scale bars are 5 mm. **(C)** Schematic of gene targeting in murine ES cells of the *Bap1* (obtained from the European Conditional Mouse Mutant repository consortium), *Nf2*, *Cdkn2a*, and *Cdkn2ab* loci. The *Cdkn2ab* mice are germline deleted for *Ink4a* and *Ink4b* but conditional for *p19Arf*. The *Cdkn2a* mice are conditional for *Ink4a* and *Arf*. The first row of each knockout strategy is the loci after loxp site (red triangles) insertion, and the second row represents loci after the Cre recombination. **(D)** PCR amplification of the flanking genomic DNA of the lox sites confirms the deletion of *Bap1* floxed alleles in mice MM tumors. **(E)** PCR confirms the deletion of *Nf2* floxed alleles in mice MM tumors. Presence of DNA band in gel indicates deletion of floxed alleles of *Bap1* and *Nf2*. **(F)** Overall survival of mesothelioma patients from the TCGA cohort with combined inactivation of *BAP1;NF2;CDKN2A*, *NF2:CDKN2A*, and other lesions. **(G)** Overall survival of Ad-CMV-Cre–activated *Bap1*^f/f^;*Nf2*^f/f^;*Cdkn2a*^f/f^ (BNC^a^; *n* = 13), *Bap1*^f/+^;*Nf2*^f/f^;*Cdkn2a*^f/f^ (*n* = 9), and *Nf2*^f/f^;*Cdkn2a*^f/f^ (NC^a^; *n* = 12). All mice are of mixed C57BL/6 and FVB background. **(H)** PCR amplification of wild-type band without any lox site confirms no LOH. **(I)** H&E image of mesothelioma of BNC mice in different organs of the thoracic cavity. Scale bars are 200 µm. **(J)** Quantification of tumor burden in different organs/location of BNC and NC mice with MM. The y axis represents values in the scale of 1 to 10. 10 is the highest tumor burden, and 0 is no tumor. The y axis values were assessed by the fraction of the tumor cells in histopathology slides of each organ. Unpaired Student’s *t* test was used to analyze the data in B. **, P < 0.01. Error bars represent mean ± SEM. **(K)** Representative IHC staining of vimentin, CK8, TTF-1, and MYF-4. Scale bars are 100 µm. For CK8, scale bar is 50 µm.

The short latency of the BNC cohort required all mice to be sacrificed in a narrow time window between 8 and 14 wk after Adeno-Cre injection. Given the short latency period of the BNC cohort, tumor onset should be detectable at a much earlier time point. Therefore, we sacrificed mice at week 4 and found lesions that manifested as a thickened mesothelial lining covering the lung and thoracic walls, indicating swift and synchronous tumor development (Fig. 1 D). This implies that this combination of genetic lesions is sufficient to command rapid and reproducible MM development.

The tumors that arose in the BNC mouse model were mainly thoracic MM situated in the mediastinum, heart (mainly in the atrium), large blood vessels, esophagus, diaphragm, and thoracic wall (Fig. S1, B and I). The tumor burden in the esophagus of BNC mice is significantly higher than that seen in NC mice, whereas the tumor burden is similar in other organs of the thoracic cavity (Fig. S1 J). Microscopically, we observed multiple malignant neoplasias with different histological components ranging from epithelioid and sarcomatoid to biphasic. The thoracic MM in the BNC model is predominantly biphasic. Whether this feature of such lesions represents independently arisen epithelioid and sarcomatoid clones is unclear. The epithelioid cells showed nested, nodular, trabecular, and/or sheet-like arrangements, and the tumor cells were small to medium in size and round to oval in shape, and some contained rich foamy cytoplasm that often converted to large vacuoles (Fig. 1 E). The sarcomatoid cells had a short spindle-shaped appearance and were organized in fascicular structures (Fig. 1 E). Immunohistochemistry (IHC) for pan-cytokeratin, CK8, Wilms tumor-1 (WT-1), vimentin, and podoplanin confirmed the mesothelioma-specific characteristics of these lesions, which were similar to the human counterpart (Fig. 1 E and Fig. S1 K). Additionally, IHC staining of TTF-1 and MYF-4 was performed for differential diagnosis of lung adenocarcinoma and rhabdomyosarcoma, which can be misdiagnosed as MM in some cases. The negative staining for TTF-1 and MYF-4 indicates that the tumors do not represent adenocarcinoma or rhabdomyosarcoma and therefore are genuine MM (Fig. S1 K).

To understand the relative contribution of deletion of each of the *Bap1*, *Nf2*, *Cdkn2a*, and *Cdkn2b* alleles to mesothelioma development, we developed single and compound models with various combinations of inactivated alleles (Table S1). Deletion of *Bap1* alone in the thoracic cavity in a cohort of 20 mice did not result in mesothelioma during the lifetime of the mice (monitored for up to 700 d) except in one heterozygous floxed mouse (Fig. 1 C and Table S1). Previously, we reported that genetic deletion of *Nf2* or *Cdkn2a* alone does not induce mesothelioma (Jongsma et al., 2008; Krimpenfort et al., 2007). The compound models with deletion of *Bap1*, *Nf2,* and *Cdkn2a* (*Ink4a/Arf* conditional; hereafter BNC^a^) and *Nf2* together with *Cdkn2a* (hereafter NC^a^) gives rise to mesothelioma in mice with median survival of 114 and 244 d, respectively (Fig. S1 G). This BNC^a^ and NC^a^ cohort showed MM with epithelioid, biphasic, and sarcomatoid histological subtypes while a similar study reported only biphasic and sarcomatoid MM (Kukuyan et al., 2019). Heterozygous deletion of *Bap1* in either NC or NC^a^ mice showed significant tumor acceleration without evidence of loss of heterozygosity (LOH) in the tumors, indicative of a dose-dependent effect of *Bap1* on tumor development (Fig. S1 H). Collectively, these mouse models show a strong MM accelerating effect of *Bap1* loss in conjunction with the deletion of *Nf2* and *Cdkn2a/Cdkn2ab*.

### BAP1-deficient mesothelioma shows augmented activation of PI3K and MAPK pathways

In mesothelioma, multiple oncogenic pathways have been implicated, including the PI3K, MAPK, and Hippo pathways (Altomare et al., 2005b; Marek et al., 2014; Menges et al., 2010; Miyanaga et al., 2015; Ramos-Nino et al., 2005; Shukla et al., 2011; Suzuki et al., 2009). We observed prominent MAPK pathway activation as evidenced by phosphorylated ERK (p-ERK) and phosphorylated epidermal growth factor receptors (p-EGFR) staining in both BNC and NC mice (Fig. 2 A and Fig. S2, A and B). PI3K pathway activation was demonstrated by p-AKT expression in the tumor specimen, with patchy and/or clustered staining patterns reflecting tumor heterogeneity in both human and mouse MM (Fig. 2 A). The downstream effectors of these pathways, such as p-S6 kinase, also stain positively in both human and mouse mesothelioma (Fig. 2 A). The p-AKT and p-ERK levels are significantly higher in BNC tumors than NC tumors (Fig. S2 C). 

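Messenger RNA of 3 BNC and 3 NC mesothelioma cell lines was compared at the genes of the PI3K-Akt, MAPK, and Hippo signaling lists of Table S1. Those lists are the paper's own calls on the same 6 lines, so the values show how the listed genes behaved under another test and are not an independent test of the pathways. The lists hold 28, 18, and 16 genes, of which 28, 16, and 16 had enough reads to be tested. Every tested gene had a higher mean expression in the BNC lines. In 26, 16, and 15 genes of the lists every BNC line was above every NC line. Chance gives such a separation, in either direction, for 10% of genes if the 6 lines are independent. The BNC lines JB81 and JB91 were nearly identical to each other, as were the NC lines JB84 and JB93. Chance therefore gives it more often here. At an adjusted p-value under 0.01 and more than 2-fold change, 2 genes of the PI3K-Akt list and 0 genes of the MAPK and Hippo lists differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an adjusted p-value under 0.05, 18, 10, and 9 genes did. With these close pairs of lines summed, edgeR called 0 genes of each list at the first threshold, and DESeq2 11, 7, and 4. Adjusted over each list alone, 18, 10, and 8 genes passed the first threshold, which shows no stability because the lists were chosen for their differences between these lines. DESeq2 placed all 28, 18, and 16 genes past the threshold.

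Col2a1, a collagen gene of the PI3K-Akt list (chromosome 15 of GRCm38, 97975602 to 98004695), was read at 117 ± 75.6 CPM (TMM-scaled; SD, n = 3) in the BNC lines. No NC line had more than 3 counts, so it was at least 589-fold higher (adjusted p = 0.0055, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its value was 69.0 CPM in JB81, 77.5 CPM in JB91, and 204 CPM in JB97, so the size of this bound depends on JB97. Lama1, which encodes a laminin chain (chromosome 17, 67697259 to 67822647), had 19.5 ± 6.13 CPM (SD, n = 3) in BNC lines and 0.762 ± 0.161 CPM (SD, n = 3) in NC lines. Its log2 fold change was 4.68 (standard error 0.39, adjusted p = 0.0056 from the same edgeR test). With the close pairs of lines summed, Col2a1 had a log2 fold change of 10.2 (adjusted p = 0.241, edgeR). Lama1 then had one of 4.54 (adjusted p = 0.253, edgeR), so neither passed. In the MAPK list the calcium channel gene Cacna1g (chromosome 11, 94408391 to 94474198) had a log2 fold change of 7.47 (standard error 1.01, adjusted p = 0.0135, edgeR), and the phosphatase gene Dusp8 (chromosome 7, 142079490 to 142095843) one of 1.15 (standard error 0.16, adjusted p = 0.0151, edgeR). In the Hippo list Id2 (chromosome 12, 25093799 to 25097140) changed by 1.11 on the log2 scale (standard error 0.16, adjusted p = 0.0147, edgeR) and Wnt2b (chromosome 3, 104945272 to 104961921) by 4.41 (standard error 0.63, adjusted p = 0.0151, edgeR). Expression of Cacna1g in the BNC line JB97 was 5.92 CPM, against 39.5 and 46.3 CPM in the BNC lines JB81 and JB91, so the size of the change depends on the line.

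**Figure D1:**
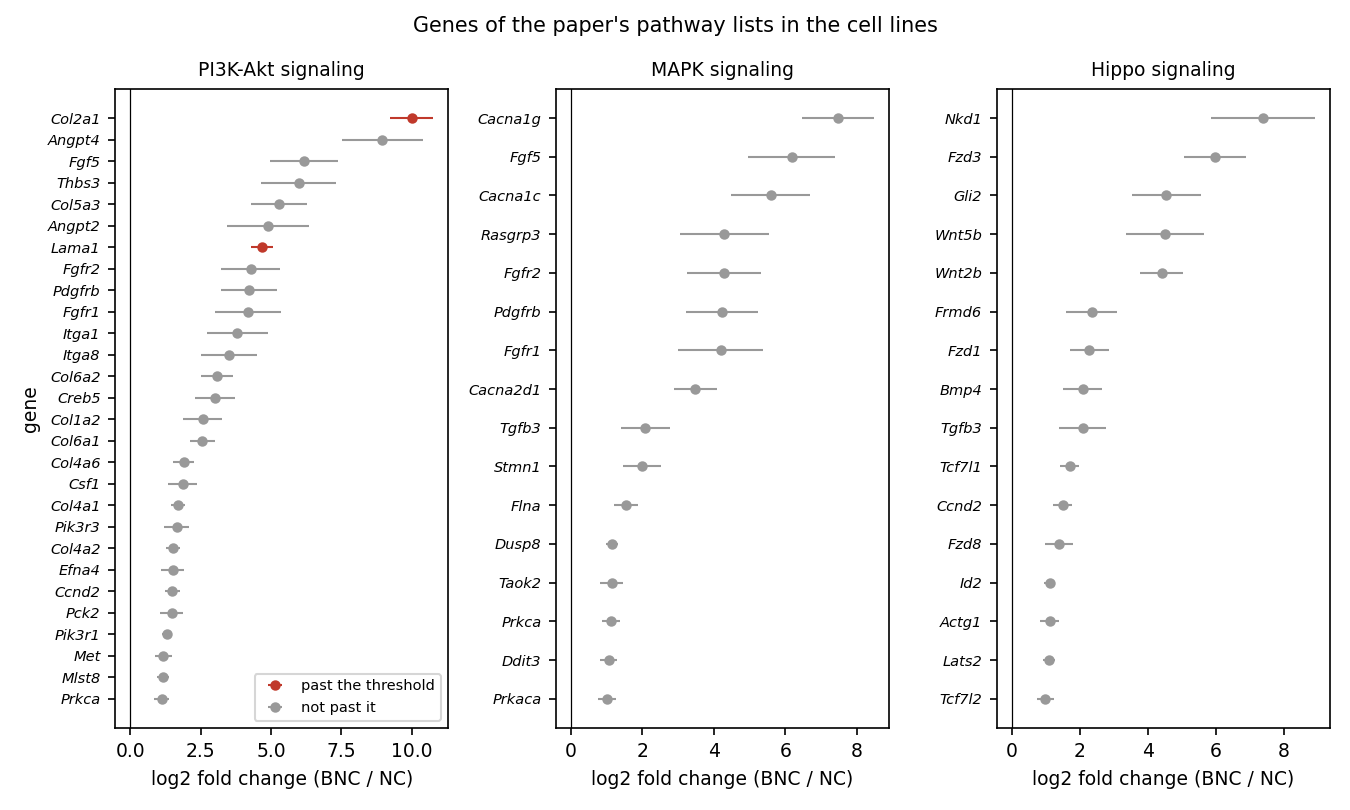
Log2 fold changes between BNC and NC lines (horizontal axis) of the tested genes of 3 lists of Table S1, 1 gene per line; bars are standard errors and red marks genes past the threshold. All points lie to the right of 0, and Col2a1 and Lama1 are the genes in red.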

The enhanced expression of genes acting in the PI3K, MAPK, and Hippo pathways in *Bap1*-deficient mouse mesothelioma cells is in line with these findings (Table S1). In summary, our mouse model closely recapitulates the activation of the signaling pathways observed in human mesothelioma with BAP1 loss, which acts as a potent tumor accelerator in mice and therefore likely also in humans.

**Figure 2.**
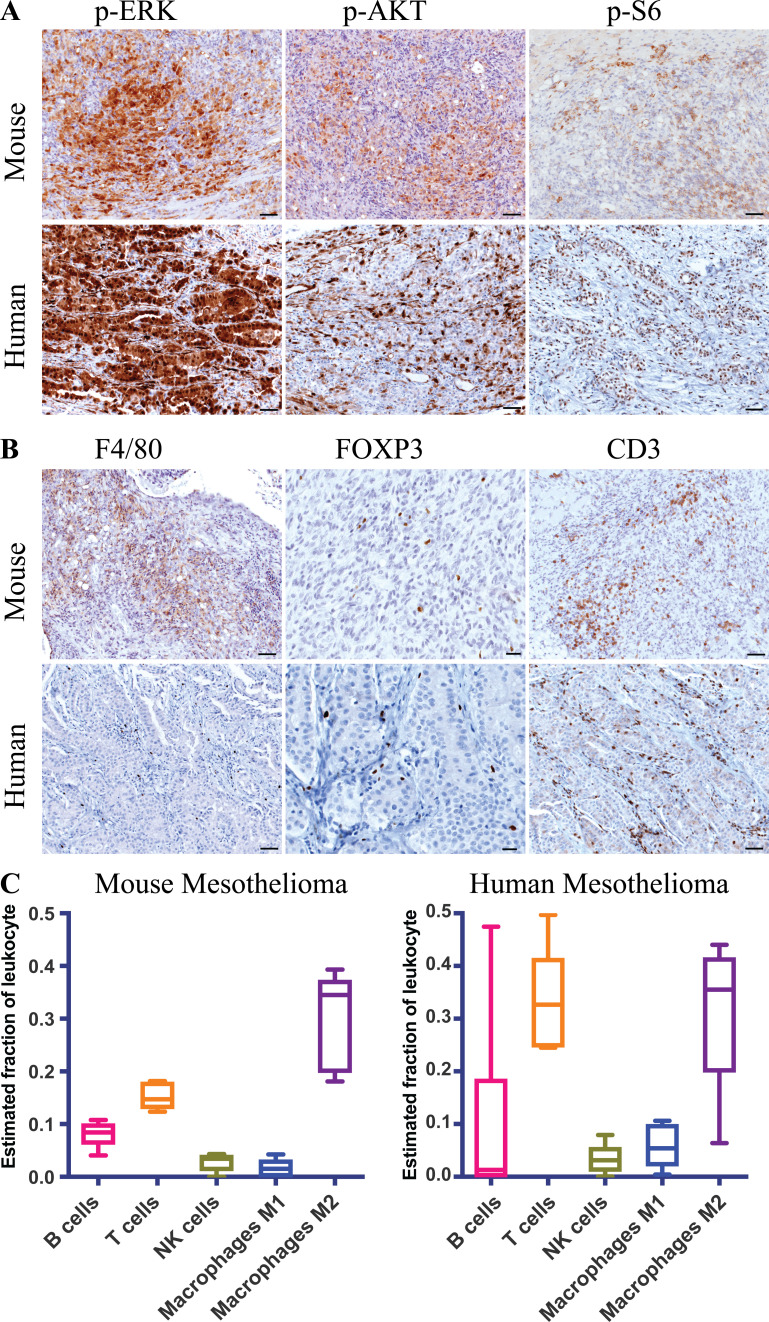
**Mouse BNC mesothelioma shows hyperactivation of MAPK and PI3K pathways and inflammatory tumor microenvironment. (A)** IHC staining of p-ERK, p-AKT, and p-S6 of both human and mouse mesothelioma. **(B)** IHC staining of F4/80 or CD68, FOXP3, and CD3 of both human and mouse mesothelioma. Scale bars are 50 µm in A and B, except for FOXP3, which is 20 µm. **(C)** Box and whisker plot of the estimated immune cell composition in fraction of BNC mouse tumors (*n* = 5) and human mesothelioma tumors (*n* = 6) as determined by CIBERSORT. The line inside the box is median. The bottom and the top of the box are the lower and upper quartile respectively. Error bars on the whiskers represent min to max.

**Figure S2.**
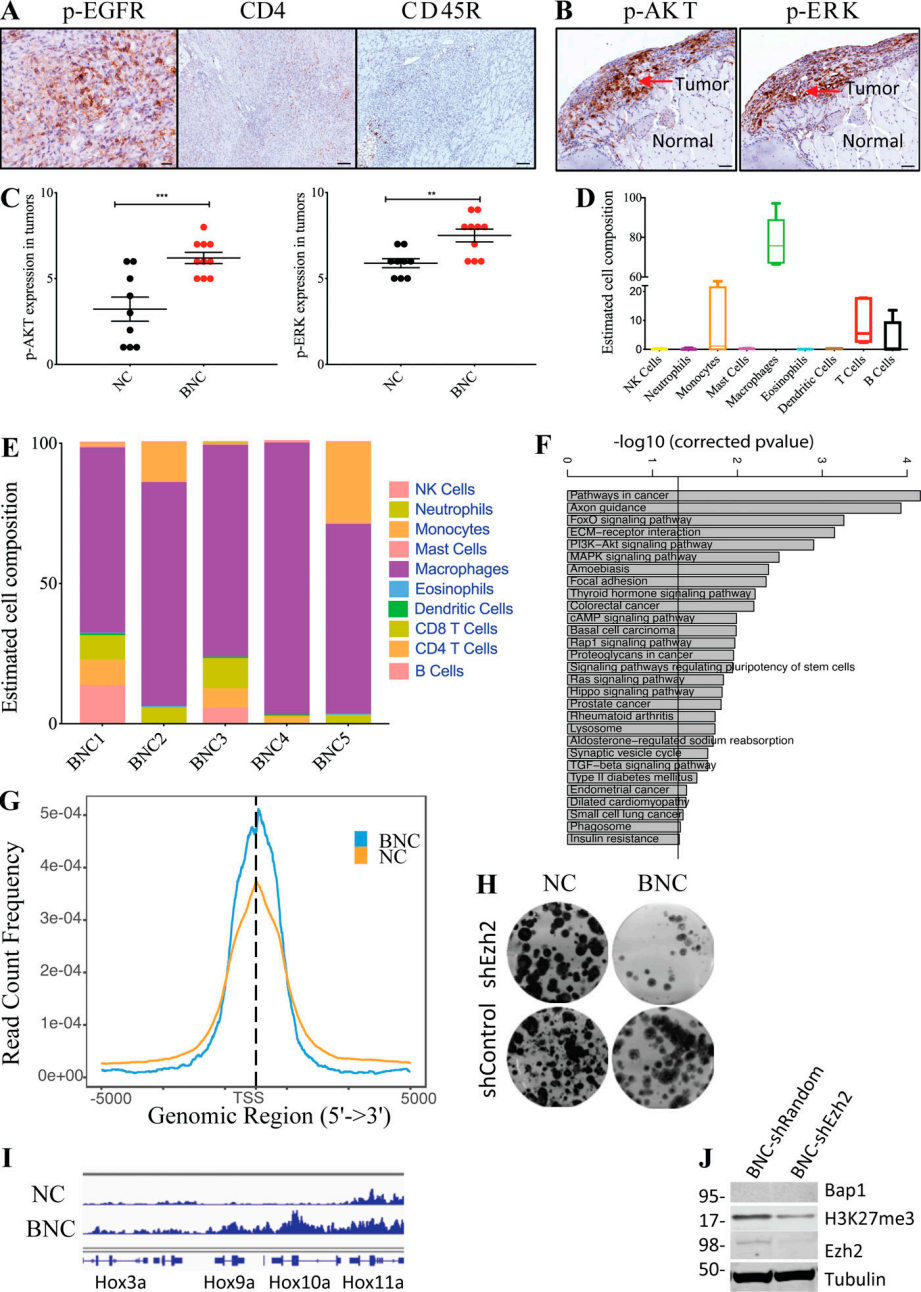
**Mouse BNC mesothelioma shows hyperactivation of MAPK and PI3K pathways and exhibits an inflammatory tumor microenvironment. (A)** Representative IHC staining of p-EGFR, CD4, and CD45R of mouse mesothelioma. Scale bar is 20 µm for p-EGFR and 50 µm for CD4 and CD45R. **(B)** IHC staining of p-ERK, and p-AKT of mouse mesothelioma at 4 wk after Adeno-Cre injection. Scale bars are 50 µm. **(C)** Quantification of p-AKT and p-ERK staining in BNC (*n* = 10) and NC (*n* = 9) mice with MM. The y axis represents values in the scale of 1 to 10. 10 is the highest (staining intensity + fraction of tumor cells) burden, and 0 is no staining. Unpaired Student’s *t* test was used to analyze the data in B. **, P < 0.01, ***, P < 0.001. Error bars represent mean ± SEM. **(D)** Box plot of estimated cell composition of 10 immune cell types in percentage in five independent BNC mouse mesothelioma tumors by Seq-ImmuCC. Error bars on the whiskers represent min to max. **(E)** Bar plot showing relative immune cell estimates of 10 different immune cells in five BNC tumors as determined by Seq-ImmuCC. **(F)** Plot showing significantly enriched KEGG pathways in overexpressed genes in BNC mesothelioma cells. **(G)** Plot showing enrichment of H2A119ub1 binding in TSS in both NC and BNC mesothelioma cells. **(H) **Clonogenicity assay of BNC and NC mesothelioma cells upon EZH2 inhibition by shRNA. **(I)** Enrichment plot showing normalized binding in the Hox cluster of both BNC and NC mesothelioma cells. Data are based on at least two independent experiments. **(J)** Immunoblot showing BAP1, H3K27me3, EZH2, and Tubulin upon *Ezh2* knock-down by shRNA in BNC and NC cells.

### BNC-derived tumors recapitulate the immunophenotype of human mesothelioma

Inflammation is closely associated with human MM and is ascribed to a response inflicted by exposure to asbestos fibers (Robinson and Lake, 2005; Shrestha et al., 2019). Interestingly, our BNC mesothelioma model, which is exclusively based on engineered tumor suppressor gene deletions, closely mimics this inflammatory phenotype. We observed substantial macrophage infiltration as shown by IHC staining of F4/80 and CD68 (Fig. 2 B). As is the case for human mesothelioma, we noted significant numbers of T cells, including regulatory T cells as shown by CD3, CD4, and FOXP3 staining, B cells, and natural killer (NK) cells (marked by CD45R) in BNC tumors (Fig. 2 B and Fig. S2 A). Notably, ingenuity pathways analysis (IPA) of the differentially expressed genes in BNC tumors compared with NC tumors shows enrichment of NF-κB neuroinflammatory signaling, a known mediator of inflammation that likely contributes to the recruitment of immune cells to these tumors (Table S1; Liu et al., 2017). We also assessed the immune cell composition by Seq-ImmuCC in BNC MM (Chen et al., 2018). This analysis confirmed the widespread presence of immune cells, including T cells and macrophages, in BNC tumors (Fig. S2, D and E). Subsequently, we made an estimate of the immune cell subtypes by CIBERSORT in BNC tumors and compared these to asbestos-exposed human mesotheliomas carrying combined *BAP1*, *NF2*, and *CDKN2A* alterations (Newman et al., 2015). This analysis indicated that M2 macrophages, T cells, and B cells comprise a major fraction of the leukocyte population in both BNC and human mesothelioma with BAP1, NF2, and CDKN2A loss (Fig. 2 C). This is relevant, as the immunophenotype observed in man is often ascribed to asbestos exposure. However, our results show that even without asbestos exposure and associated DNA damage, the combined deletion of the tumor suppressors *Bap1*, *Nf2*, and *Cdkn2ab* creates a mesothelioma-specific microenvironment that enables a similar immunophenotype (Fig. 2 C). The immunophenotype observed in BNC mice is similar to that in NC mice and therefore is not unique to *Bap1* loss. This indicates that the tumor subtype itself plays a major role in dictating the immune-related characteristics of the tumor microenvironment.

### BNC mouse MM cells are sensitized to PI3K inhibition, radiation, and PARP inhibition

To determine whether BAP1 depletion confers a distinct drug response profile, we assessed the response of BAP1-deficient and -proficient cell lines to PI3K inhibition, γ-radiation, and poly(ADP-ribose) ploymerase (PARP) inhibition. The mouse cells used here were early passage cell lines (within the first four to eight passages) derived from BNC and NC tumors. Mouse MM cells are sensitive to the PI3K inhibitor BEZ-235 as observed in human mesothelioma (Fig. 3 A; Altomare et al., 2005b). We observed a significant impaired phosphorylation of AKT by BEZ-235 (Fig. 3 B). This indicates that the hyperactivation of the PI3K pathway sensitizes mesothelioma to PI3K inhibition irrespective of BAP1 status (Fig. 3 B). The literature suggests that BAP1 promotes DNA double-strand break repair and that its loss leads to homologous recombination repair defects, reminiscent of BRCA1/2 deficiency. Therefore, we tested the sensitivity of BAP1-proficient and -deficient cells to radiation and PARP inhibition. *Bap1 *deletion causes increased sensitivity of mesothelioma cells to γ-radiation and PARP inhibition, a feature seen in multiple human BAP1-deficient cell types (Peña-Llopis et al., 2012; Yu et al., 2014; Fig. 3, C and D). We reasoned that loss of BAP1 may contribute to the extent of copy number alterations seen in mesothelioma given its role in DNA damage repair. However, we did not observe major recurrent chromosome segment losses or gains in either BNC or NC tumors with the exception of chromosomes 17 and 19 (Fig. 3 E). This indicates that BAP1 loss did not significantly augment genomic instability in our BNC mouse model. The lack of major genomic changes in BNC points toward other mechanisms of PARP inhibitor sensitivity.

**Figure 3.**
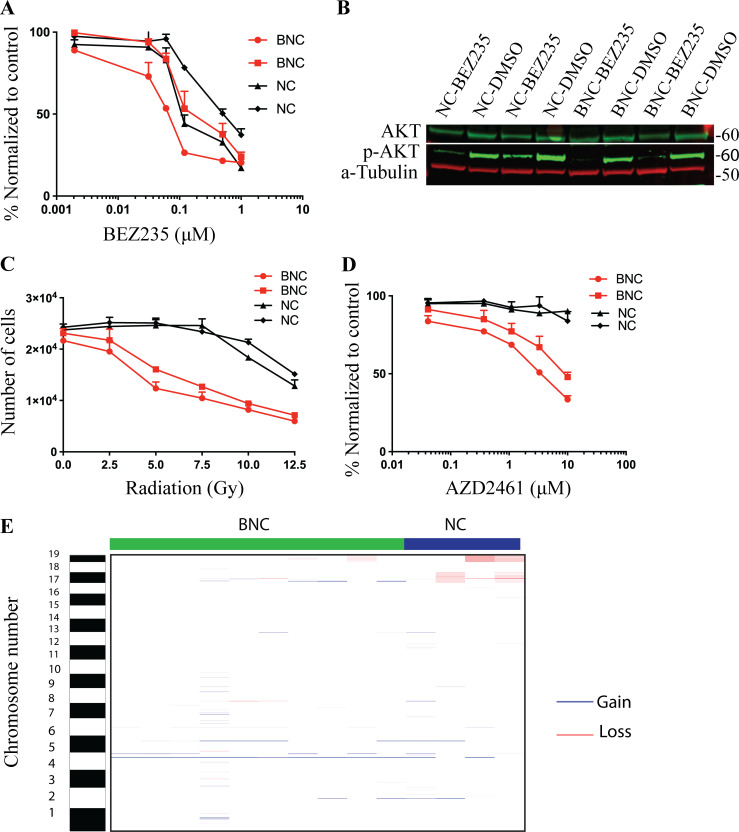
**Mouse and human mesothelioma cells hypersensitive to PI3K inhibition, PARP inhibition, and radiation. (A)** Dose-response curve of BNC (*n* = 2) and NC (*n* = 2) mesothelioma cells to PI3K inhibitor BEZ-235. **(B)** Immunoblot showing p-AKT, total AKT, and Tubulin in BEZ-235–treated BNC (*n* = 2) and NC (*n* = 2) mesothelioma cells. **(C and D)** Dose-response curve of two independent BNC and NC mesothelioma cells to γ-radiation (C) and PARP inhibition (D). **(E)** Copy number alteration profile of genomic losses and gains as determined by CGHcall in both BNC (*n* = 10) and NC (*n* = 4) tumors.

### The BNC autochthonous model allows for fast preclinical testing of treatment modalities

In the clinic, the frontline treatment approved for mesothelioma is cisplatin in combination with either pemetrexed or raltitrexed. This yields a modest survival benefit (Ladanyi et al., 2012; Vogelzang et al., 2003). We tested how BNC mice respond to this first-line standard treatment. We started administration of cisplatin and pemetrexed 6 wk after deletion of BNC alleles. We followed the mice until they showed signs of respiratory distress and significant weight loss (considered the endpoint). This treatment prolonged survival of the mice by approximately 3 wk, with an increased median survival of treated mice to 84 d compared with 61 d for untreated mice (Fig. 4 A). Additionally, the thoracic tumor burden of the cisplatin and pemetrexed–treated mice appeared significantly less than that of the vehicle control mice (Fig. 4 B). Treated tumors exhibited a significant increase in caspase-3 cleavage concomitant with a significantly impaired proliferation, as shown by Ki-67 staining (Fig. 4 C). Taken together, the limited survival advantage conferred by this drug combination mimics the treatment response and chemotherapy resistance seen in human MM patients. We noted a substantial induction of p53 protein under these circumstances (Fig. 4 C). Therefore, further potentiating the apoptosis-inducing arm of p53 could be an attractive treatment strategy in MM.

**Figure 4.**
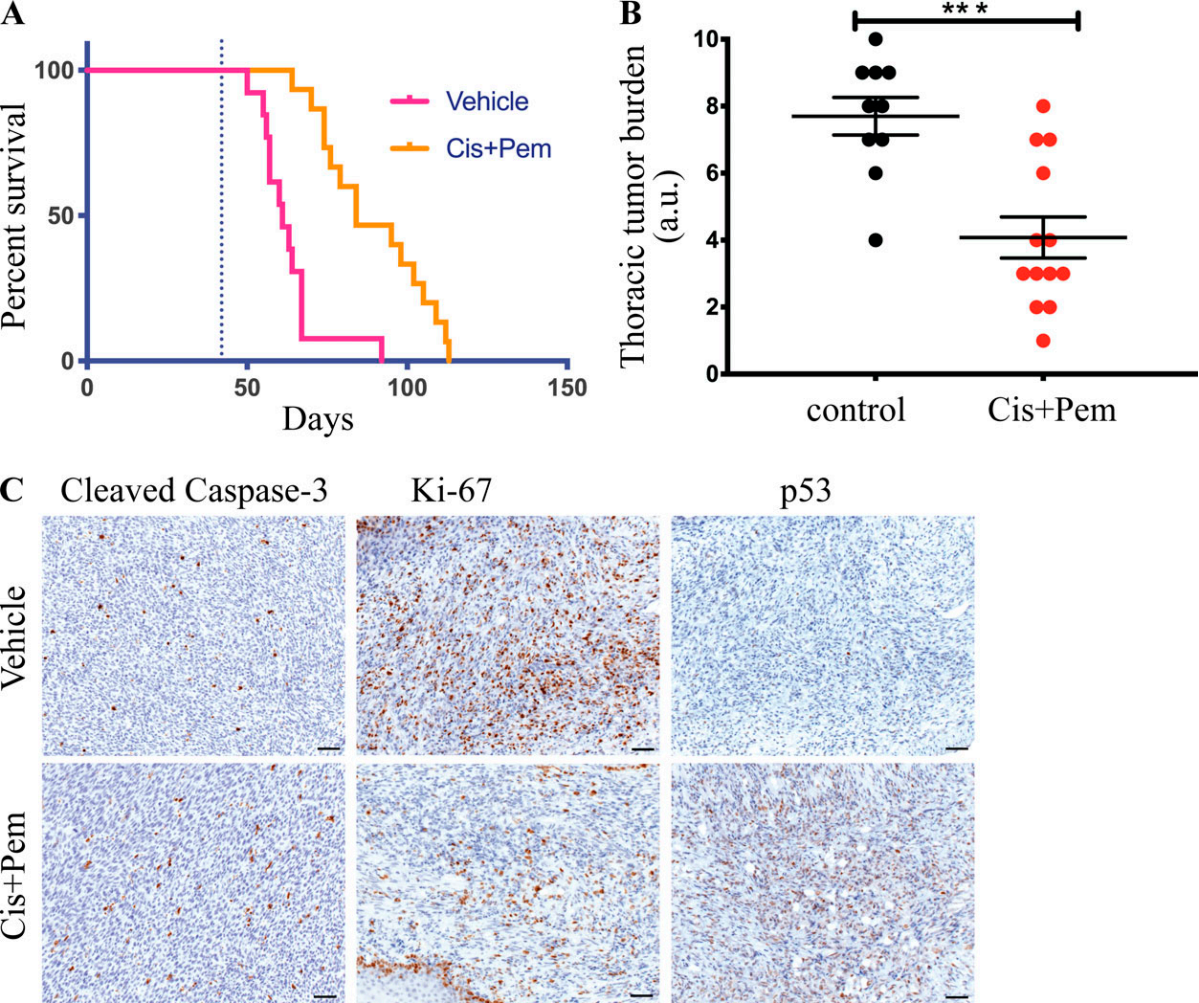
**Mouse BNC mesothelioma shows improved survival upon cisplatin plus pemetrexed treatment. (A)** Survival curve of vehicle- (*n* = 13) and cisplatin + pemetrexed (Cis+Pem)–treated (*n* = 15) BNC mouse. **(B)** Quantification of tumor burden in the thoracic cavity in treated and control cohorts. The y axis represents values in the scale of 1 to 10. 10 is the highest tumor burden in that cohort, and 0 is no tumor. Error bars represent mean ± SEM. **(C)** Cleaved Caspase-3, Ki-67, and p53 staining of treated and untreated BNC tumors. Scale bars are 20 µm. All mice used had mixed C57BL/6 and FVB background. Littermates were used in this experiment. Unpaired Student’s *t* test was used to analyze data in B. ***, P < 0.001.

### *Bap1* loss results in a largely repressive transcriptional program

To understand the molecular consequences of BAP1 depletion, we determined the gene expression profile of primary tumor cell lines by RNA sequencing (RNA-seq). We performed differential mRNA expression analysis between BNC- (*n* = 3) and NC-depleted (*n* = 3) lines. 

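The authors sequenced poly-A–enriched RNA of 6 cell lines grown out of primary mouse tumors, and deposited the number of reads they counted on each gene, without normalization. In the heads of Table S1 the BNC lines, which carry the Bap1 deletion beside those of Nf2 and Cdkn2ab, are JB81, JB91, and JB97, and the NC lines are JB84, JB87, and JB93. The counts on genes summed to 23936922 in JB81, 23772111 in JB91, and 20231284 in JB97. They summed to 13685421 in JB84, 12377675 in JB87, and 18999233 in JB93, so that the median was 23772111 in BNC lines and 13685421 in NC lines. The smallest level the depth can show, 3 counts, is between 0.133 and 0.247 CPM in the 6 libraries, and this floor covers counting error only. Counts were normalized by edgeR's TMM method, genes with few counts were left out with its filterByExpr function (minimum count 10), and 12376 of 27197 genes were tested. Library names carry a run prefix that divides the lines into 3 and 3, each part with lines of both groups and only 1 line of one of them, so a comparison within a run rests on 1 line of a group.

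The targeted genes were read first. Bap1 was present at 43.2 CPM in JB81, 44.1 CPM in JB91, and 38.0 CPM in JB97, and at 61.5, 60.6, and 64.3 CPM in the NC lines JB84, JB87, and JB93. Its log2 fold change was -0.57 (standard error 0.13, adjusted p = 0.039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is past 0.05 but not past 0.01. A count over the whole gene includes reads from the exons outside the deletion. Nf2 was between 88.3 and 123 CPM in the 6 lines, with a log2 fold change of -0.092 (standard error 0.18, adjusted p = 0.734, edgeR). No line had more than 0.567 CPM of Cdkn2a, and Cdkn2b had at most 3 counts in each line and was not detectable at this depth.

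The lines of a group were unequally close to each other. The biological coefficient of variation between JB81 and JB91 was 0.0391, and 5 of 10511 genes with at least 100 reads in the pair differed more than 2-fold. Between JB84 and JB93 it was 0.0594, with 8 of 10545 genes. The other pairs within a group had coefficients from 0.503 to 0.561 and between 1557 and 2536 such genes. JB97 was closer to the NC line JB87, with a coefficient of 0.471, than to the other BNC lines. Both close pairs differed by more than the sampling noise of the counts, which sets them apart from the same reads counted again. It does not exclude 1 library sequenced in both runs, and does not show that the lines are independent. The lines of these pairs were fitted as separate replicates, as in Table S1, and summed in an alternative.

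**Figure D2:**
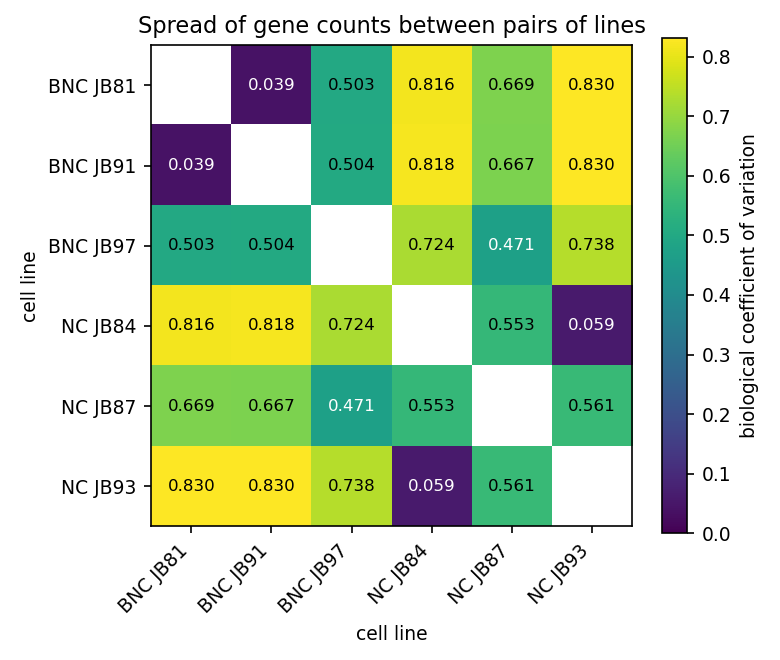
Biological coefficient of variation of gene counts between each pair of the 6 lines (rows and columns; color and printed value). The dark cells are JB81 with JB91 and JB84 with JB93.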

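By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 136 genes had an adjusted p-value under 0.01 and more than a 2-fold change between BNC and NC lines, 55 of them higher and 81 lower in BNC lines. Among fits to all 6 lines with this threshold, the choice of test raised the count most. DESeq2 called 2002 genes, 798 higher and 1204 lower, and all 136 genes called by edgeR were among them. Leaving out each line in turn gave from 0 to 2574 genes with edgeR. With the run prefix as a covariate, chosen after seeing the data, edgeR called 1 gene, and 272 had an adjusted p-value under 0.05. When the counts of JB81 and JB91 were summed, as were those of JB84 and JB93, an alternative chosen after seeing the data, edgeR called 0 genes (1508 had an unadjusted p-value under 0.05) and DESeq2 570 genes.

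Among called genes whose groups did not overlap, the 5 with the largest rise in BNC lines were Sfrp2, Eno1b, Gm9008, Col2a1, and BC002163, and all had at most 3 counts in each NC line. Sfrp2 (chromosome 3 of GRCm38, 83766321 to 83774316) was read at 391 ± 278 CPM (SD, n = 3) in BNC lines and was at least 1969-fold higher (adjusted p = 0.0092, edgeR's quasi-likelihood test); its value was 536 CPM in JB81, 566 CPM in JB91, and 70.1 CPM in JB97. Eno1b (chromosome 18, 48045335 to 48048412) was read at 48.2 ± 9.71 CPM (SD, n = 3), at least 243-fold higher (adjusted p = 0.0028, edgeR); the counting could split its reads with Eno1. The bound was 49.3-fold for Gm9008 and 31.9-fold for the processed pseudogene BC002163. The 5 genes with the largest fall were Tex11, Raet1e, Gm10451, Eif3s6-ps2, and Gm6969, and all had at most 3 counts in each BNC line. Tex11 (chromosome X, 100838648 to 101059667) had 30.7 ± 5.31 CPM (SD, n = 3) in NC lines and was at least 220-fold lower in BNC lines (adjusted p = 0.0055, edgeR). Raet1e (chromosome 10, 22158569 to 22374139) had 21.4 ± 7.62 CPM (SD, n = 3) and was at least 153-fold lower (adjusted p = 0.0094, edgeR). The noncoding Gm10451 was at least 44.7-fold lower, and the processed pseudogenes Eif3s6-ps2 and Gm6969 were at least 86.3-fold and 49.9-fold lower. Reads of pseudogenes can be shared with their parent genes, so these 3 pseudogenes are uncertain.

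**Figure D3:**
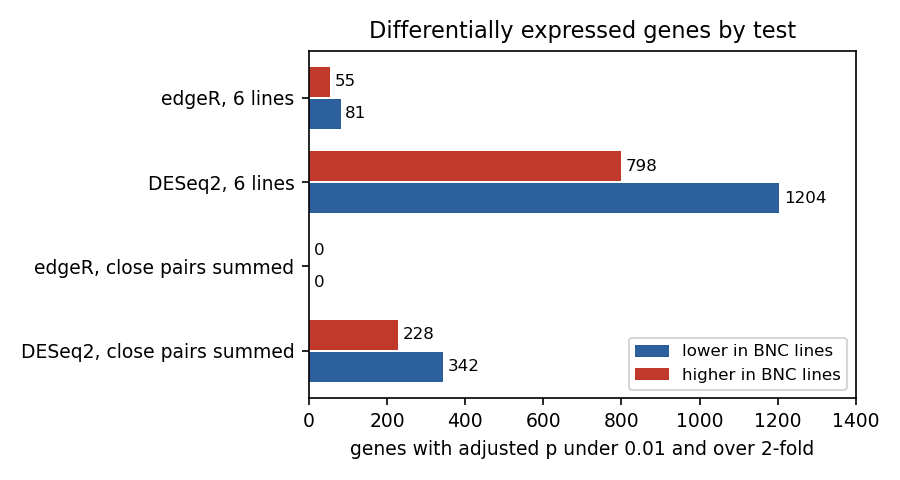
Number of genes (horizontal axis) with an adjusted p-value under 0.01 and over 2-fold change, higher (red) or lower (blue) in BNC lines, by edgeR and DESeq2 with the 6 lines apart and with the close pairs of lines summed. The counts of lower genes are 81, 1204, 0, and 342 from top to bottom.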

We found 1,954 deregulated genes (P < 0.01 and greater than twofold up-regulated or down-regulated), of which 1,182 were down-regulated and 772 were up-regulated (Table S1). A large fraction of the genes were down-regulated in *Bap1*-deficient compared with *Bap1* wild-type mouse mesothelioma cells (Fig. 5 A). This is in line with the TCGA human mesothelioma data in which 75% of the genes with altered expression in *BAP1*-deficient samples compared with *BAP1* wild-type samples are down-regulated (Hmeljak et al., 2018). 

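Of the genes called by edgeR, 59.6% were lower in BNC lines (95% Wilson interval 51.2% to 67.4%, which treats genes as independent). The share was 60.1% with DESeq2. With library size alone in place of TMM it was 62.8%, a setting under which the median log2 fold change of all tested genes is itself -0.14. The share rested in part on the NC line JB87: without it, 1278 genes were lower and 1296 higher, a share of 49.7%. The paper states that a large fraction of genes was down-regulated in Bap1-deficient cells, and it sets this beside the share in human mesothelioma.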

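The focal adhesion and Ras signaling lists of Table S1, which are the paper's own calls on the same lines, hold 26 and 23 genes. All were tested and all had higher mean expression in BNC lines, and 25 and 22 of them separated every BNC line from every NC line. Chance gives this for 10% of genes in either direction if the lines are independent, and for more with close pairs of lines. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 genes of the focal adhesion list and 1 gene of the Ras list passed the threshold, and 20 and 12 genes had an adjusted p-value under 0.05. The called focal adhesion genes were Col2a1, Lama1, and Tln2, the last named after its values were seen. Tln2, which encodes a talin, had a log2 fold change of 2.52 (standard error 0.22, adjusted p = 0.0060, edgeR). The called Ras gene was the scaffold gene Ksr1 (chromosome 11 of GRCm38, 79013440 to 79146407), with 74.8 ± 12.8 CPM (SD, n = 3) in BNC lines and 23.2 ± 1.07 CPM (SD, n = 3) in NC lines. Its log2 fold change was 1.69 (standard error 0.17, adjusted p = 0.0082, edgeR). Next in the Ras list was Pik3r1, which encodes a regulatory subunit of PI3K (chromosome 13, 101680563 to 101768217), with a log2 fold change of 1.31 (standard error 0.18, adjusted p = 0.0132, edgeR). Without TMM, Ksr1 no longer passed and the Ras list had 0 called genes. Over the 5 lists together, 4 of 65 tested genes passed the threshold with edgeR, and 67 of 67 with DESeq2. With the close pairs of lines summed, edgeR called 0 genes of the lists and DESeq2 23. The enrichment of the pathways among deregulated genes was not analysed here.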

Additionally, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment of genes deregulated in BNC mesotheliomas revealed an overall prevalence of genes implicated in PI3K, MAPK, FAK, and Hippo signaling among others (Fig. S2 F).

**Figure 5.**
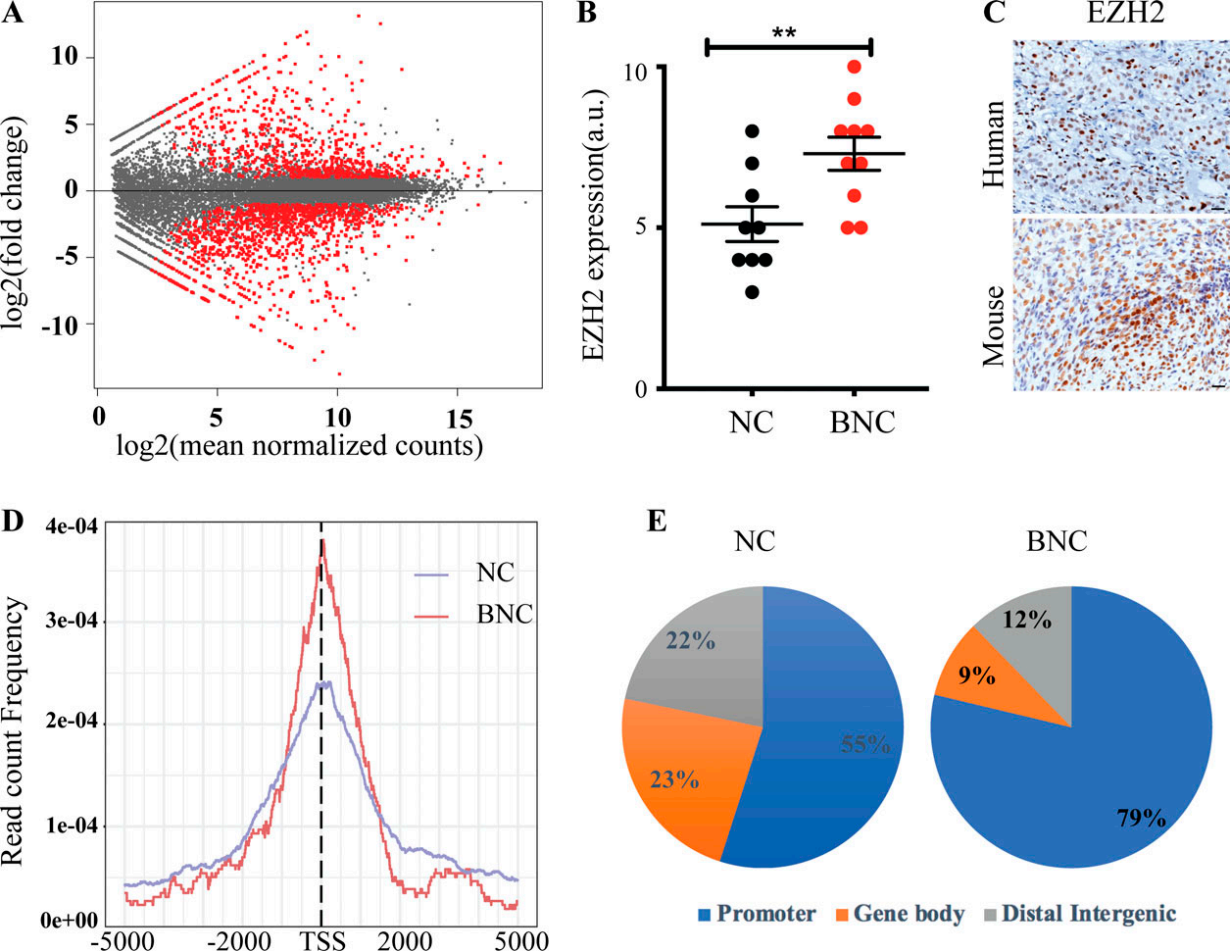
**BAP1 loss drives a largely repressive transcriptional program. (A)** Red dots in MA plot showing differentially expressed genes of BNC (*n* = 3) versus NC (*n* = 3) mesothelioma cells (P < 0.01 is significant; P value adjusted for multiple testing using Benjamini-Hochberg). **(B)** Quantification of EZH2 expression in NC (*n* = 8) and BNC (*n* = 10) MM tumors. 10 is the highest expression of EZH2, and 0 is no expression on the y axis. Error bars represent mean ± SEM. **(C)** Representative of IHC staining of EZH2 of both human and mouse BNC mesothelioma. Scale bars are 20 µm. **(D)** Plot showing enrichment of H3K27me3 binding in TSS in both BNC and NC mesothelioma cells. **(E)** Pie chart showing distribution of H3K27me3 binding in both BNC and NC mesothelioma cells. Data are based on at least two independent experiments. Promoter represents ±5 kb of TSS. Unpaired Student’s *t* test was used to analyze data in B. **, P < 0.01.

Loss of tumor suppressor BAP1 causes EZH2-dependent myeloid transformation and promotes tumorigenesis in cells that do not engage an RNF2-dependent apoptotic program (Dey et al., 2012; He et al., 2019; LaFave et al., 2015). Epigenetic modulation, in particular by EZH2, may play a critical role in MM with BAP1 loss. Indeed, we observed that loss of BAP1 results in elevated EZH2 expression and increased H3K27me3 levels, and knock-down of *Ezh2* leads to decreased H3K27me3 levels in BNC cells (Fig. 5, B and C; and Fig. S2 J). To gain further insight into how *Bap1* loss–induced EZH2 up-regulation may influence H3K27 methylation and promote faster tumor development, we exploited genome-wide chromatin profiling in mouse mesothelioma–derived primary tumor cells. Identification of several evolutionary conserved PRC2 targets such as *Hox* genes underlined the reliability of the chromatin profiling (Fig. S2 I). The global promoter site (±5 kb of transcription start site [TSS]) occupancy of H3K27me3 in BAP1-deficient cells (78%) is significantly higher than in BAP1-proficient cells (55%; Fig. 5, D and E). This shift to promoter-centric binding was also observed for the histone mark H2A119ub1 in BAP1-deficient cells (Fig. S2 G). This implies a redistribution of repressive marks in BAP1-depleted cells toward promoter sites, leading to global down-regulation of multiple genes as seen in both mouse cell lines and human TCGA data (Fig. 5 A; Hmeljak et al., 2018; LaFave et al., 2015). 

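Across all 12376 genes tested in the mouse cell lines, 50.2% had a lower mean expression in BNC lines (95% Wilson interval 49.3% to 51.1%, which treats genes as independent), and the median log2 fold change was -0.0023. TMM sets the bulk of genes near 0 by design, so these values cannot show a shift that all genes share. Scaled by library size only, 57.9% of genes were lower, but that scale counts a rise of a few abundant genes as a fall of the others. The amount of RNA per cell was not measured in these data.

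**Figure D4:**
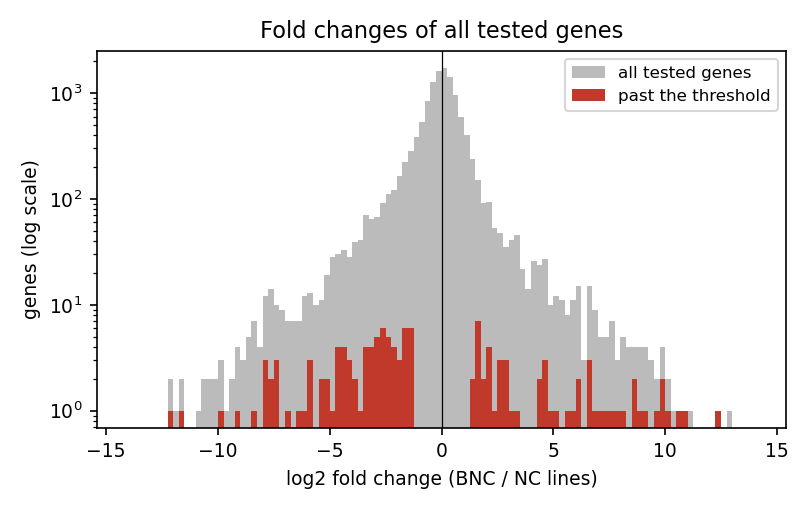
Histogram of log2 fold changes between BNC and NC lines (horizontal axis) of all 12376 tested genes in gray and of the 136 genes past the threshold in red; the vertical axis, number of genes, is on a log scale. The gray bars lie about evenly on both sides of 0, and red bars are higher in number on the left, 81 against 55 genes.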

In line with the observations in myeloid cells, *Bap1*-deleted mouse MM cell proliferation is impaired upon shRNA-mediated down-regulation of *Ezh2* (Fig. S2 H; LaFave et al., 2015). Collectively, our data point to a situation in which BAP1 depletion in mesothelioma promotes polycomb-mediated gene repression, a tumor-promoting event seen in many tumor settings.

In conclusion, we have described here a series of autochthonous mouse models for mesothelioma based on the most frequently occurring mutations in human MM. Among them, tumors in the BNC model develop as fast as a cell line–based tumor graft model. Furthermore, it exhibits an inflammatory immunophenotype reminiscent of human mesothelioma. The model is relatively “clean” and unlikely to suffer from the accumulation of many additional lesions. This offers the possibility of investigating the underlying tumor suppressor pathways that are connected to increased Polycomb repression upon loss of *Bap1*. Given the extremely fast tumor development, the model is particularly suitable for testing new treatment modalities. In addition, the model provides the opportunity to investigate chemotherapy resistance mechanisms as well as to conduct screens for new synthetic lethal drug combinations. Finally, being immunocompetent, the BNC model is a valuable addition to immunodeficient mesothelioma models based on patient-derived xenografts, permitting exploration and validation of new immunotherapy concepts in MM.

## Materials and methods

### Conditional knockout generation and genotyping

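Bap1 lies on chromosome 14 of GRCm38 from 31251450 to 31259944, on the plus strand, and encodes a deubiquitinase. Its transcript ENSMUST00000022458 in the GENCODE annotation, by which the exons are numbered here, has 17 exons, a length of 3460 bp, and 728 codons. Exons 6 to 12 lie between 31254033 and 31256791, a span of 2759 bp. They hold 872 bp of exon sequence, all of it coding, which is 25.2% of the transcript. Before them stand 125 codons. The length of 872 bp leaves a remainder of 2 after division by 3, so joining exon 5 to exon 13 would shift the reading frame.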

*Bap1* conditional mice were generated using embryonic stem (ES) cells with conditionally targeted exons 6–12 of *Bap1* gene with *loxP* sites. These ES cell clones were obtained from the European Conditional Mouse Mutant repository. The *Nf2* conditional deletion mouse has been described by Giovannini et al. (2000), and Cdkn2a and *Cdkn2ab* mice have been described by Krimpenfort et al. (2007). 

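Nf2 lies on chromosome 11 of GRCm38 from 4765845 to 4849536, on the minus strand, and encodes merlin. Its transcript in the annotation has 16 exons, of which exon 2 spans 4820368 to 4820493. Cdkn2a and Cdkn2b neighbor each other on the minus strand of chromosome 4, Cdkn2a from 89274471 to 89294653 and Cdkn2b from 89306299 to 89311039.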

The conditional knockout alleles for *Bap1*, *Nf2*,* Cdkn2a*, and *Cdkn2ab* are schematically depicted in Fig. S1 C. Southern blot–verified ES cells were expanded and injected into a blastocyst to generate chimeric mice. Chimeras were then bred with BL/6 mice to obtain germline-transmitting *Bap1^frt;f/+^* mice. Subsequently, these mice were crossed with Flpe mice to remove the lacZ cassette from the *Bap1* locus. 

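In the GRCm38 reference, the primer Bap1F1 (CTCAATATTCCACCCTGCGTCTG) matches the plus strand of chromosome 14 from 31256844 to 31256866, and Bap1R1 (GGCAGGTGGCCTCCTCTACTCTA) matches the minus strand from 31257101 to 31257123. Each has 1 match on the chromosome, and both lie in intron 12, past the last of the floxed exons. Ahead of Bap1F1 the reference reads TGGGTACCTCAGATCCTGTT, and after it AGAGAACAGTAGACAGAATG. The primers bound 280 bp of unmodified sequence, to which an inserted loxP site would add. The methods give a shorter wild-type product for this primer pair, and the cause of the difference was not tested.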

*Bap1*^f/f^, *Bap1*^f/+^, and *Bap1^+/+^* littermate mice were genotyped by PCR with the primers Bap1F1 (5′-CTC​AAT​ATT​CCA​CCC​TGC​GTC​TG-3′), Bap1R1 (5′-GGC​AGG​TGG​CCT​CCT​CTA​CTC​TA-3′) using the following parameters: 95°C for 5 min, followed by 30 cycles of 94°C for 30 s, 56°C for 30 s, and 72°C for 40 s, and then 72°C for 5 min. The wild-type allele was detected at 250 bp, and the floxed allele was detected at 356 bp by PCR. The deletion of the genomic region of *Bap1* and *Nf2* flanked by Lox sites was determined by PCR amplification using the following primers: Bap1_Up: 5′-ACT​GCA​GCA​ATG​TGG​ATC​TG-3′, Bap1R1: 5′-GGC​AGG​TGG​CCT​CCT​CTA​CTC​TA-3′, Nf2_P5: 5′-GAA​GGC​AGC​TTC​CTT​AAG​TC-3′, and Nf2_P6: 5′-CTC​TAT​TTG​AGT​GCC​TGC​CAT​G-3′. 

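Bap1_Up matches exon 5 of Bap1 on the plus strand of chromosome 14 of GRCm38, from 31253505 to 31253524, upstream of the floxed exons. With Bap1R1 in intron 12 it bounds 3619 bp of the unmodified reference, which includes exons 6 to 12. Nf2_P5 matches intron 2 of Nf2 on the plus strand of chromosome 11, from 4819834 to 4819853. Nf2_P6 lies in intron 1 on the minus strand from 4822268 to 4822289, with 1 mismatch, C15G, in which the first base is that of the primer and positions are counted from 1 at the primer's 5′ end. This pair bounds 2456 bp of the reference with exon 2 of Nf2 between them.

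**Figure D5:**
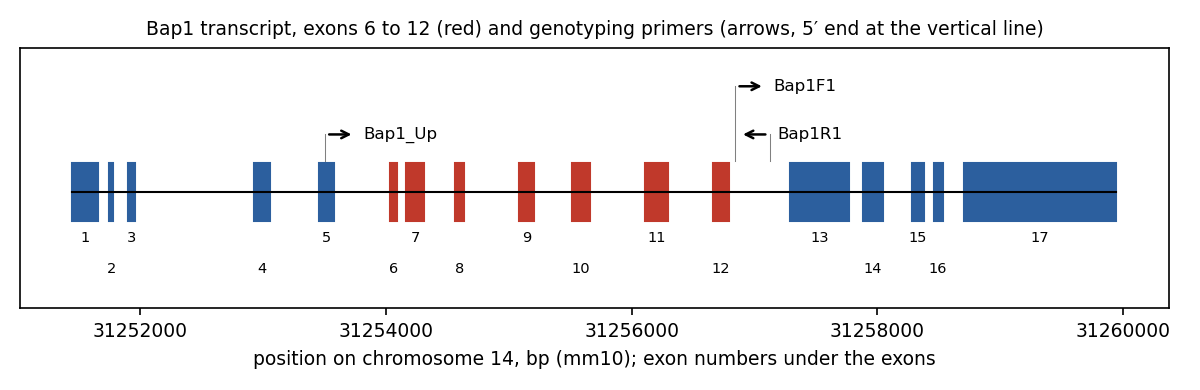
Map of the Bap1 transcript on chromosome 14 (position in bp, mm10), drawn to scale, with exons as boxes, exons 6 to 12 in red, and primers as arrows from their 5′ ends. Bap1_Up lies in exon 5, and Bap1F1 and Bap1R1 lie in intron 12.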

To assess the LOH of the wild-type *Bap1* allele in *Bap1^f/+^;Nf2^f/f^;Cdkn2ab^−/−^* tumors, we used the following three primers for PCR amplification: Bap1_Up: 5′-ACT​GCA​GCA​ATG​TGG​ATC​TG-3′, Bap1R1: 5′-GGC​AGG​TGG​CCT​CCT​CTA​CTC​TA-3′, and Bap1F1: 5′-CTC​AAT​ATT​CCA​CCC​TGC​GTC​TG-3′. The lower band represents the undeleted genomic region of wild-type *Bap1 *(Fig. S1 H). The PCR reactions were performed using the following parameters: 95°C for 5 min, followed by 30 cycles of 94°C for 30 s, 56°C for 30 s, and 72°C for 40 s, and then 72°C for 5 min for *Bap1* deletion and LOH. PCR was performed using the following parameters: 95°C for 5 min, followed by 30 cycles of 94°C for 30 s, 58°C for 30 s, and 72°C for 40 s, and then 72°C for 5 min for *Nf2* deletion.

All animal work was performed according to protocols approved by institutional committees overseeing animal experiments (Animal experiment committee and Animal welfare committee) of The Netherlands Cancer Institute, Amsterdam, Netherlands. Mice were housed under standard feeding, light, and temperature with ad libitum access to food and water. All animals used had a mixed genetic background (FVB, Bl6, 129Ola).

### Deriving and propagating mesothelioma cell lines

A small piece of mesothelioma primary tumor was chopped into fine pieces and put in medium (DMEM/F12 [1:1]; GIBCO), supplemented with Glutamax, 4 µg/ml hydrocortisone (Sigma), 5 ng/ml murine EGF (Invitrogen), insulin-transferrin-selenium solution (GIBCO), 10% FCS (GIBCO), and penicillin and streptomycin (GIBCO). The chopped tissues were grown in 37°C in 5% CO_2_ for 2–3 d. The cells that attached to the culture dish and grew out were passaged, and cell lines were established.

### Induction of mesotheliomas in mice

6–8-wk-old mice were treated with 0.1% cyclosporine A (Novartis) in drinking water 1 wk before the adenovirus administration and 2–3 wk following the infection (Sutherland et al., 2011). The mice were injected intrathoracically with 10^9^ PFU purified adenovirus carrying Cre recombinase driven from the ubiquitous CMV promoter (Meuwissen et al., 2001). For injection, the mice were temporarily sedated with ketamine:sedazine:NaCl (2:1:17) by injecting 10 µl per gram of mouse weight intraperitoneally. The injection site was cleaned with 70% alcohol, and 50 µl virus particles was injected with an insulin injection needle in between the ribs into the pleural space (needle penetrated chest wall from 2 to 3 mm), and the contents of the syringe were slowly released (Fig. S1 A).

### Endpoint of the experiment and pathology of tumors

We put the mice on tumor watch after deletion of floxed alleles by Adeno-CMV-Cre. The mice were monitored daily for weight loss and breathing difficulties. We sacrificed the mice when they showed signs of illness (breathing abnormalities, hunch back, and weight loss) as the endpoint. For histological analysis, lungs were inflated with formalin or ethanol acetic acid/formalin. Other tissue-harboring tumors were collected separately and also fixed with formalin or ethanol-acetic acid/formalin for 24–48 h. Fixed tissues were subsequently dehydrated and embedded in paraffin, and 2-µm sections were cut and stained for H&E. For IHC, tissue sections were rehydrated, blocked in BSA containing PBS, and subsequently incubated with primary antibodies and subsequently with secondary antibodies. IHC was performed for proteins such as WT-1, cytokeratins, CK8, vimentin, F4/80, TTF-1, MYF4, CD68, CD3, CD4, CD45R, and FOXP3. Signaling pathways were examined by IHC with the following antibodies: p-EGFR, p-S6, p-AKT, and p-ERK. Sources of the antibodies are provided in Table S1.

### Patient selection

This work was done under the research protocol approved by the institutional review board of the Netherlands Cancer Institute. All patients whose materials were used provided written informed consent for the use and storage of tumor biopsies and germline DNA. We selected 12 patients based on the histological subtype, i.e., epithelioid (*n* = 7) and biphasic (*n* = 5), diagnosed by an expert human pathologist. Of these 12 tumors, 6 tumors were BAP1 negative as determined by the loss of nuclear staining in IHC staining. Tumor tissue sections of 2 µm were stained with H&E. IHC was performed with the following antibodies: p-S6, p-AKT, p-ERK, CD68, CD3, FOXP3, cytokeratins, WT1, and podoplanin.

### Knock-down of *Ezh2* and *Bap1* by shRNA

To knock down *Ezh2* expression in mesothelioma cells, we used dox-inducible FH1-tUTG-RNAi vectors containing the following targeting sequence: Ezh2-tetKD-A, 5′-GCA​AAG​CTT​GCA​TTC​ATT​TCA-3′ (Herold et al., 2008). 

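In the GRCm38 reference the targeting sequence GCAAAGCTTGCATTCATTTCA has 1 match on chromosome 6, on the minus strand from 47551779 to 47551799. Ezh2 is transcribed from that strand, and the site lies within exon 8 of its transcript, which spans 47551732 to 47551895, and is coding. Upstream of the site the transcript reads GCCAAATCTGTTCAGAGGGA and downstream TACGCTCTTCTGTCGACGAT.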

As a control, we used Random-tetKD containing the targeting sequence 5′-ATT​CTT​ACG​AAA​CCC​TTA​G-3′. To knock down *Bap1*, we used shRNA constructs against mouse *Bap1* in the pLKO.1-puro vector from Sigma (*shBap1*_1: TRCN0000030719, *shBap1*_2: TRCN0000030723). Lentivirus was generated using a third-generation, tat-free packaging system.

### Immunoblotting

Whole cell extracts were prepared in radioimmunoprecipitation assay buffer (50 mM Tris, pH 8.0; 50 mM NaCl; 1% NP-40; 0.5% sodium deoxycholate; and 0.1% SDS) containing a protease inhibitor cocktail (Roche; Complete #11873580001). Equal amounts of protein as determined by BIO-RAD Protein Assay kit (#500–00006) were resolved on NuPage-Novex, 4%–12% Bis-Tris gels (Life Technology; #NP0322BOX) and transferred onto nitrocellulose membrane (GE Healthcare; Amersham Protran 0.2 µm NC, #10600001) using Thermo Fisher Xcell apparatus according to the manufacturer’s protocol. After incubation with 5% BSA dissolved in PBS containing 0.1% Tween 20 (PBST) for 2 h, the membrane was incubated with primary antibody against BAP1 (CST; #13271), EZH2 (BD Bioscience; #612666), H3K27me3 (CST; #9733), total AKT (#SC-8312), pAKT (CST; #4060), and α-tubulin (Sigma; T9062) at 4°C for 12–16 h. Membranes were washed three times for 15 min and incubated with HRP conjugated anti-mouse or anti-rabbit antibodies for 2 h. Blots were washed with PBST three times for 15 min and developed with the ECL system and scanned with ChemiDoc (BIO-RAD). Additionally, protein levels were measured in either the 700- or 800-nm channel using the Odyssey Infrared Imaging system (LI-COR) after incubation with appropriate secondary antibodies labeled with IRDye680 or IRDye800 fluorescent dyes (LI-COR), respectively.

### RNA isolation, gene expression analysis

RNA was isolated from tumor cell lines and mouse tumors with the Qiagen All Prep DNA/RNA kit. Quantification and quality assessments for RNA were performed with a Bioanalyzer (RNA integrity number >6.5; Agilent). Sequencing libraries were constructed with a TruSeq mRNA Library Preparation Kit using poly-A–enriched RNA (Illumina). The samples were run on a HiSeq 2500 Illumina sequencer generating 65-bp single-end reads. Raw sequence data and read counts data have been deposited in the Gene Expression Omnibus database (accession no. GSE145022). The sequence reads were mapped to the mouse genome (mm10) using TopHat (2.0.12). TopHat was run with default. Reads with mapping quality <10 and nonprimary alignments were discarded. Remaining reads were counted using HTSeq-count. Statistical analysis of the differential expression of genes was performed using DESeq2 (Love et al., 2014). Genes with false discovery rate for differential expression <0.01 were considered significant.

### Genomic DNA isolation, low coverage copy number sequencing

Genomic DNA was isolated from frozen tumor samples using the Allprep DNA/RNA/Protein mini kit (Qiagen) according to the manufacturer’s instructions. The amount of double-stranded DNA in genomic DNA samples was quantified using the Qubit dsDNA HS Assay Kit (Invitrogen). Subsequently, 250 ng of double-stranded genomic DNA was fragmented by Covaris shearing, and samples were purified with the Agencourt AMPure XP PCR Purification Beads according to the manufacturer's instructions (Beckman Coulter; #A63881). DNA library preparation for Illumina sequencing was done with the TruSeq DNA LT Sample Preparation kit (Illumina). Up to 10 uniquely indexed samples were pooled equimolarly, and each pool was then sequenced as single-end 65-bp run using an Illumina HiSeq2500 machine according to the manufacturer’s instructions.

Reads were aligned to the reference genome (mm10) using the Burrows-Wheeler Aligner (BWA 7.10). The CopywriteR program was adapted for low-coverage sequencing without peak calling algorithm (Kuilman et al., 2015). A depth-of-coverage method was used for 20-kb bins, and the read count was normalized for GC content and mappability. Log_2_-transformed ratios were calculated for all tumor samples versus reference (normal tail) samples. The normalized and corrected profiles were further analyzed by CGHcall (van de Wiel et al., 2007). Raw sequence data and log_2_ read count data have been deposited in the Gene Expression Omnibus database (accession no. GSE145022).

### Seq-ImmuCC and IPA

We did run the Seq-ImmuCC program on a web server to generate a comprehensive signature of immune cell composition in mouse tumor as described (Chen et al., 2018). It provides a quantification of 10 different immune cell types from the RNA-seq data of mouse tissues. For pathways analysis, we used the IPA core program. Selected molecular and cellular functions predicted to be enriched by the differentially expressed genes were ranked in order of significance.

### Enumeration of immune cell types using mRNA expression data

CIBERSORT software was applied to RNA-seq gene expression data to estimate the proportions of 22 immune cell types (B cells naive, B cells memory, plasma cells, CD8 T cells, naive CD4 T cells, resting memory CD4 T cells, activated memory CD4 T cells, follicular helper T cells, gamma delta T cells, regulatory T cells [T reg cells], resting NK cells, activated NK cells, monocytes, M0 macrophages, M1 macrophages, M2 macrophages, resting dendritic cells, activated dendritic cells, resting mast cells, activated mast cells, eosinophils, and neutrophils) using the LM22 dataset provided by the CIBERSORT platform. We selected patients from TCGA mesothelioma cohorts with combined BAP1, NF2, and CDKN2A alterations and history of asbestos exposure. The RNA-seq data of the selected patients and BNC mouse tumors were used for CIBERSORT analysis. Before running the CIBERSORT, we changed the mouse gene names to the corresponding human orthologue gene names, as the CIBERSORT only processes HUGO nomenclature in its pipeline. The analysis was performed using 100 permutations. The 22 immune cell types were later aggregated into a subset of distinct groups.

### Chromatin immunoprecipitation sequencing (ChIP-seq) assay and analysis

ChIP-seq was performed for H3K27me3 and H2A119ub1 with the protocol provided by Diagenode (iDeal ChIP-seq kit for histones; #C01010051). In brief, samples were cross-linked with formaldehyde for 10 min at room temperature and subsequently quenched with glycine. Samples were lysed and sonicated for at least 20 cycles of 30 s on and 30 s off using Diagenode Bioruptor Pico. For ChIP, 5 µg of antibody was conjugated with 50 µl of protein A magnetic beads. Immunoprecipitated DNA was processed for library preparation. Libraries were sequenced using the Illumina HiSeq2500 genome analyzer (65 bp, single end) and sequence reads were aligned to *Mus* *musculus* genome version 10 (mm10) using TopHat with the default setting. Reads with mapping quality >20 were selected, and peak calling over input control was performed using MACS2. Raw sequence data and bigWig data have been deposited in the Gene Expression Omnibus database (accession no. GSE145022).

### Drug sensitivity assay

The mesothelioma cell lines were seeded in 500 cells per well in a 384-well plate. The next day, drugs were added in a matrix format at the indicated concentration using the HP D300 digital dispenser (HP), and cells were grown in the presence of drug(s) or DMSO control for 5 d. Thereafter, 10% vol/vol Alamar blue was added to the well and incubated at 37°C for 4 h. The plates were read with the Tecan reader. The data were analyzed and plotted as drug response curves. For inhibition of PI3K, 20 nM BEZ-235 (concentration below IC50 dose) was used for 3 d in mesothelioma cells grown in 10-cm plates. All experiments were performed at least twice, and representative results are shown.

### Colony formation assay

For low-density colony formation, the mesothelioma cell lines were seeded in 5,000 cells per well in a 6-well plate and allowed to adhere overnight. The next day, drugs were added (at the indicated concentration), and cells were grown in the presence of drug or DMSO (control) for 7 d. At the end, plates were simultaneously fixed and stained with 6% glutaraldehyde with 0.1% crystal violet solution and digitized on an image scanner. All experiments were performed at least twice, and representative results are shown.

### Statistics

Data were statistically analyzed with GraphPad Prism software (version 7.0). P values were calculated by two-tailed *t *test or by Mann-Whitney test as specified in each figure legend. Survival curve P values were calculated by log-ranked Mantel-Cox test.

### Online supplemental material

Fig. S1 shows characterization of mouse models of mesothelioma. Fig. S2 presents characterization of oncogenic pathways and tumor microenvironment. Table S1 lists the differentially expressed genes, enriched KEGG pathway, IPA pathway, mice strain, and antibodies used in the study.

## Supplementary Material

Table S1 lists differentially expressed genes, KEGG pathways, mice strains, and antibodies. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

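RNA sequencing data of 6 mouse mesothelioma cell lines were analysed, 3 BNC lines (JB81, JB91, and JB97) and 3 NC lines (JB84, JB87, and JB93). The authors deposited these data as counts, whole numbers of reads per Ensembl gene without normalization. As the paper's methods state, the authors mapped single-end reads of poly-A–enriched libraries to the mm10 genome with TopHat, discarded reads of low mapping quality and nonprimary alignments, and counted the rest with HTSeq-count. The paper's text does not name the strand setting of the counting, so antisense and overlapping genes are uncertain, and reads of paralogs and pseudogenes can be split or lost.

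Columns were assigned to BNC or NC by the line names in the column heads of Table S1. Those heads also give the replicate numbers of the replicate block, and in them JB91 and JB97 are both numbered 2. The other 23 columns of per-sample values (9 of RNA counts and 14 of DNA log2 values) were not used, because neither the labels nor the paper match them to a single sample or group. The tumor RNA and the DNA copy number were therefore not analysed here. The chromatin profiles were not used here. Symbols were found for 98.5% of the 27197 gene identifiers in the gene name table given with the reference.

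The total count per line was between 12377675 and 23936922. Fold changes against a group in which every line had at most 3 counts are lower bounds, computed against that floor. Intervals of shares are 95% Wilson intervals.

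Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (minimum count 10), which left 12376 genes, counts were scaled by TMM, and BNC and NC lines were compared by the quasi-likelihood test (glmQLFit and glmQLFTest) without covariates. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.01 and more than 2-fold change, the threshold of the paper. The standard error of an edgeR log2 fold change is its size divided by the square root of the F statistic. CPM values are TMM-scaled. DESeq2 1.42.0, which the authors used for their comparison, was an alternative, as were library size without TMM, no filter beyond 1 count in any sample, at least 10 counts in every sample, the replicate block, other thresholds, and leaving out each line in turn.

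Both tests were first checked on simulated counts with the lines' own means, library sizes, and dispersions, in which 200 genes were changed (seed 1). Of 100 genes changed 4-fold, edgeR called 30% and DESeq2 84%. Of 100 genes changed 16-fold, edgeR called 86% and DESeq2 97%. Of the unchanged genes edgeR called 3 among 12215 genes tested and DESeq2 35 among 12350. The simulated lines were drawn independently of each other, without close pairs such as JB81 with JB91. These shares and counts are therefore not error rates for the real lines.

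The genes named are the 5 with the largest log2 fold change in each direction among called genes with a symbol whose groups do not overlap, the 4 targeted genes, Ezh2, genes of the proteins the paper stains, the 2 genes with the smallest p-value in each pathway list of Table S1, and marker genes from a fixed list. Tln2 and Hoxc9 were named after their values had been seen. The genes of the cell division set were chosen after the values of Ezh2 had been seen, but before their own. Marker scores are means over genes of log2(CPM + 1). Chromosome medians use genes with a mean log2 CPM above 4 (prior count 2), and windows of chromosome 8 are 10 Mb long with at least 5 genes.

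Gene positions, exons, and primer sites come from the GRCm38 reference with GENCODE annotation release M21. Primer and targeting sequences were searched on the chromosome of their gene. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9. KEGG enrichment and the immune cell estimates of the paper were not rerun.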

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

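The tests of which lines carry the interferon and chromosome 8 patterns, and the tests for leukocytes and B cells, were chosen only after the result was seen; those of GC content and of single regions were chosen after the shift of chromosome 8 was seen, but before their own values.

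Interferon response genes, which the paper's text does not name, were read in NC lines far above the BNC lines. The mean log2(CPM + 1) of 10 such genes was 6.39 in JB84 and 6.43 in JB93, against 0.555, 0.586, and 0.503 in the BNC lines JB81, JB91, and JB97. The NC line JB87 scored 1.51, nearer to the BNC lines but above all of them, so JB84 and JB93 carry most of the difference. All 8 genes of the set that were tested had lower means in BNC lines, with TMM, with library size only, and with DESeq2. Of them, 6 separated the groups without overlap (chance gives 10% if the lines are independent, and more with the close pairs). With edgeR, 0 of the 8 genes passed the threshold of an adjusted p-value under 0.01 and 2-fold change, and all 8 had an unadjusted p-value under 0.05. The paper's own list of lower genes holds all 8. The leukocyte gene Ptprc had at most 1 count in JB84 or JB93. The B cell genes Cd79a and Cd79b, named after their values were seen, had up to 12 counts there and at most 4 in the other lines, so the pattern cannot be told apart from a contribution of other cells in these cultures. Depth goes the other way, as JB84 has fewer counts than each BNC line. Because JB84 and JB93 are also nearly identical over all genes, an interferon response in the tumor or culture they came from may explain the scores as well as their genotype would, and these lines cannot separate the explanations.

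Genes of chromosome 8 were higher in BNC lines. Over 443 genes the median log2 fold change was 0.43, the largest of the 20 chromosomes analysed, and 75.6% of the genes were higher. GC content, transcript length, and expression level left a median of 0.32, and 92.3% of the windows of the chromosome (12 of 13) were higher, so these covariates account for part of the shift but not all of it, and it is not confined to a few genes. It was uneven between lines. The median difference from the NC lines was 0.52 in JB81, 0.54 in JB91, and 0.19 in JB97, so the pattern cannot be told apart from a difference carried by JB81 and JB91. Chromosome 8 does not stand out in JB97, where chromosomes 15 (0.39), 10 (0.32), and 9 (0.24) lay further above the NC lines. A candidate explanation, as a hypothesis, is a gain of chromosome 8 in JB81 and JB91, which may come from 1 source. The paper names no major recurrent gain of chromosome 8 in its BNC or NC tumors, which leaves a gain in single lines open. Copy number of these lines was not analysed here.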

How the results depend on the processing

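Of the tests of other splits of the lines, those of the edgeR count, its same-numbered form, and the pathway lists were chosen only after the result was seen. The alternatives were chosen before the data were examined, with these exceptions added after seeing the data: the run prefix as a covariate, the block with JB97 as number 3, summed close pairs (JB81 with JB91, JB84 with JB93), DESeq2 with a line left out, the filters and other thresholds for the pathway lists and named genes, the share lower at an adjusted p-value under 0.05, and all settings for the share over all tested genes. Where no value shows it, the cause of a change was not tested. The alternatives for tumors, for DNA copy number, and for all 15 RNA libraries in one model were not run.

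The 136 genes called by edgeR became 137 with library size only, 169 without the filter, and 136 without a fold threshold. They became 2002 with DESeq2, 1436 at an adjusted p-value under 0.05, and 83 with at least 10 counts in every sample. Leaving out each line in turn gave from 0 to 2574 genes with edgeR and from 1167 to 3808 with DESeq2. The edgeR count was 0 without JB91, JB84, or JB93 (between 2843 and 2897 genes at an unadjusted p-value under 0.05), 984 without JB97, and 2574 without JB87, so it rose when the line apart from its group's close pair was left out. The run prefix as a covariate left 1 gene. With close pairs summed, edgeR called 0 genes (1508 at an unadjusted p-value under 0.05) and DESeq2 570, among them 126 of the 136.

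With the replicate number of Table S1 as a replicate block, edgeR called 0 genes (2146 at an unadjusted p-value under 0.05), and 0 with JB97 as number 3 (3756). Deviations of same-numbered lines from their group means correlated at 0.10, -0.069, and 0.082 across genes, and at -0.077 for JB97 with JB93, so the numbers show no pairing. The pathway lists also had 0 called genes under both blocks.

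The share of called genes lower in BNC lines stayed within the interval of the 59.6% in most settings with calls, such as 63.3% at an adjusted p-value under 0.05. It was 67.5% with at least 10 counts in every sample and 100% for the single gene of the run prefix covariate. Leaving out a line gave from 49.7% to 100% (again a single gene) with edgeR and from 48.7% to 64.7% with DESeq2. Over all tested genes, the share lower was 57.9% with library size only, where the median of all genes is -0.14, 52.8% without the filter, 48.9% with the replicate block, and 49.1% to 52.3% (edgeR) or 49.4% to 53.3% (DESeq2) with a line left out.

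Of the 4 called genes in any pathway list, DESeq2 made 67, namely 28 PI3K-Akt, 18 MAPK, 16 Hippo, 26 focal adhesion, and 23 Ras genes. An adjusted p-value under 0.05 gave 41 (18, 10, 9, 20, and 12), and DESeq2 on summed close pairs 23 (11, 7, 4, 11, and 7). edgeR on summed close pairs and with the run prefix as a covariate gave 0 for every list (1508 and 3725 of all genes at an unadjusted p-value under 0.05). Leaving out a line gave 0 to 40 genes with edgeR, and per list 0 to 17, 9, 10, 17, and 14; with DESeq2 it gave 38 to 65, and per list at most 28, 17, 15, 26, and 23. The PI3K-Akt list had 1 gene with at least 10 counts in every sample, the MAPK list 1 without the filter, and the Ras list 0 with library size only.

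Of the tested genes named here, 33 were followed through the alternatives. The Hox, interferon, and cell division genes, Xist, Eno1, and Tln2 were not among these 33. With library size only 31 kept their direction and side of the threshold and 2 no longer passed. With DESeq2 23 of 32 kept both and 9 passed in addition. Leaving out a line with edgeR kept 128 of 198 values, with 49 no longer past the threshold, 15 newly past it, and 6 reversed. Summed close pairs with edgeR kept 21, and 12 no longer passed. Among these 33 genes only Nf2 and Ring1, both near 0, reversed. With a line left out, Nf2 ranged from -0.26 to 0.020 and Ring1 from -0.18 to 0.13 over edgeR and DESeq2. Ring1 was 0.10 under the replicate block.

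Among the 10 splits of the 6 lines into 3 and 3, 1 (the real one) gave as many called genes. The other splits gave 0 genes each (at most 1593 at an unadjusted p-value under 0.05). The real split was also 1 among the 6 that part as many same-numbered lines, while the others part fewer. With DESeq2 it was 1 of 10, the next giving 188 genes, and for pathway list genes 1 of 10. The split by run prefix gave 0 genes with edgeR and 4 with DESeq2. A share as far from even over all tested genes came from 9 of 10 splits. With 10 splits no share can be under 10%, so an arbitrary grouping cannot be excluded by this count. Besides the real split, only that of JB81, JB91, and JB87 against the rest keeps both close pairs of lines together. It is the split with 1593 genes at an unadjusted p-value under 0.05 by edgeR and 188 called by DESeq2. The remaining splits part nearly identical lines, which works against calls, so they are a weak comparison for the real one.

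Depth sets the floor of 0.133 to 0.247 CPM, and the NC lines JB84 and JB87 had the fewest counts. Genes at the floor in a group have only a bound on their fold.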

Differences from the paper's values

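The paper's 1954 deregulated genes, 1182 lower and 772 higher, stand against 136 with edgeR, 81 lower and 55 higher. Of the alternatives set before the data were examined, DESeq2, the tool named in the paper's methods, gave 2002 genes (1204 lower, 798 higher), within 1.5 times the paper's values, and 1948 of them are in the paper's list with the same direction. So did an adjusted p-value under 0.05 with edgeR (1436, 909, and 527 genes). Without JB87, edgeR's 2574 genes and 1278 lower genes were within that range but its 1296 higher genes were not. Library size only (137 genes), no filter (169), at least 10 counts in every sample (83), no fold threshold (136), the replicate block (0, with 2146 at an unadjusted p-value under 0.05), and leaving out any line other than JB87 (0 to 984) did not close the gap. DESeq2 without JB97, chosen after seeing the values, gave 2756 genes (1683 lower, 1073 higher), within that range. Of the paper's genes, 1811 were tested with edgeR and all had the paper's direction, 1391 with an adjusted p-value under 0.05.

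The paper's lists hold 28 PI3K-Akt, 18 MAPK, 16 Hippo, 26 focal adhesion, and 23 Ras genes, and edgeR called 2, 0, 0, 3, and 1 of them. Of the alternatives set before the data were examined, DESeq2 called 28, 18, 16, 26, and 23, the paper's numbers. Library size only, the replicate block, and leaving out each line with edgeR did not come within 1.5 times of the paper's number for any list. Among settings chosen after seeing the values, edgeR at an adjusted p-value under 0.05 called 20 focal adhesion genes, and DESeq2 with a line left out called from 18 to 28 PI3K-Akt, 10 to 17 MAPK, 8 to 15 Hippo, 16 to 26 focal adhesion, and 12 to 23 Ras genes, the upper ends within that range.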

Other observations

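The tests on the close pairs of lines, on Hox genes by line, on the Bap1 transcript, on Eno1, and on pseudogenes were chosen only after the result was seen; that on cell division was chosen after the values of Ezh2 were seen, but before those of its own genes.

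JB81 and JB91, both BNC, and JB84 and JB93, both NC, were nearly identical over all genes. The chi-square of their counts per degree of freedom was 14.3 and 20.9, so they are not the same reads counted again. That value is set against sampling noise only. It cannot exclude one library sequenced in both runs, because variation between runs was not measured. The run does not account for the pairs, since each spans both run prefixes, and the closest pair of a group within one prefix had a biological coefficient of variation of 0.504. Genes with at least 100 reads in one line and at most 3 in the other numbered 0 in JB81 with JB91 and 0 in JB84 with JB93, against 41 to 56 in the other pairs of a group. This count follows from their closeness and cannot tell one animal, one tumor, one culture, or RNA prepared again apart, any of which may be the source of a close pair. The paper's text does not name the animal of each line. If so, each group would hold fewer independent lines than replicates.

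Ezh2 RNA was higher in BNC lines, at 153, 144, and 161 CPM in JB81, JB91, and JB97 against 66.6, 102, and 62.4 CPM in JB84, JB87, and JB93. The log2 fold change was 0.99 (standard error 0.22, adjusted p = 0.037 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 BNC lines, and the adjusted p-value over the alternatives ranged from 5.0e-28 to 0.410. The median log2 fold change of 10 cell division genes was 0.98, so faster division may account for a difference of this size. The mean log2(CPM + 1) of these genes was 8.06, 8.07, and 8.08 in the BNC lines, 8.01 in JB87, and 6.06 and 6.04 in JB84 and JB93. JB87 thus matched the BNC lines in cell division genes while its Ezh2 was below all BNC lines, which division alone leaves open. The other polycomb genes had lower means in BNC lines, but none had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test. The log2 fold change was -0.41 for Suz12 (standard error 0.13, adjusted p = 0.084, edgeR) and -0.34 for Eed (0.14, adjusted p = 0.150). It was -0.30 for Rnf2 (0.18, adjusted p = 0.277) and -0.048 for Ring1 (0.24, adjusted p = 0.903), the last within its standard error of 0. Only Suz12 and Eed were without overlap of the groups. Chance gives this for 10% of genes in either direction if the lines are independent, and for more with the close pairs.

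Of 26 tested Hox genes, 21 had lower means in BNC lines with TMM and with library size only, and 5 were higher. DESeq2, fitted to more of the 39 Hox genes, gave 23 lower and 5 higher. Without overlap of the groups, 13 were lower and 1 higher, and Hoxc9 passed the threshold. Chance gives no overlap for 10% of genes in either direction if the lines are independent, and for more with the close pairs. The Hox score, a mean log2(CPM + 1), was 0.87 in JB97, below the 1.53 to 1.75 of the NC lines, so the pattern is not carried by JB81 and JB91 alone. BNC lines had the higher depth, which goes against a loss from few reads. Stronger repression without Bap1 is a hypothesis that may fit this value of 0.87; the place where each tumor arose was not tested, and the chromatin marks were not analysed here.

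The exon length that the Bap1 deletion removes would lower its log2 count by -0.42 if the shortened transcript were as abundant. The observed change differed from that by -0.15, against a standard error of 0.13, so loss of the exons alone may explain the whole change or leave a small further fall; the counts cannot tell.

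Eno1b was read in BNC lines and at the floor in NC lines, while Eno1 had a log2 fold change of -0.095 (standard error 0.41). If all Eno1b reads came from Eno1, its log2 fold change would be -0.075, a shift too small for these lines to show. The same share of Eno1 reads in every line does not account for Eno1b, since no NC line had more than 1 count of it where that share would give at least 480.4 counts. Sharing that differs between lines cannot be told apart from expression of Eno1b. Among the 31 called genes at the floor in one group, 16.1% were pseudogenes, against 1.07% of all tested genes. The paper states a mixed background of FVB, C57BL/6, and 129Ola for its mice. A strain variant against the reference may produce such genes, and the share of 16.1% cannot be told apart from that or from another source.

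Mesothelial markers differed by line. Msln was 0.221, 0.442, and 230.0 CPM in JB81, JB91, and JB97 and 2064, 901, and 2151 CPM in JB84, JB87, and JB93. Krt8 was 0.310, 0.0442, and 7.42 CPM in the BNC lines and 213, 390.1, and 222 CPM in the NC lines (log2 fold change -6.74, standard error 1.63, adjusted p = 0.0457 from edgeR's quasi-likelihood test; 2.9e-50 to 0.318 over the alternatives). Wt1 was between 76.9 and 132 CPM in all 6 lines. Vim went the other way, at 12787, 12856, and 4434 CPM in JB81, JB91, and JB97. It was 1317, 4540, and 1343 CPM in JB84, JB87, and JB93, so the groups overlapped. Its log2 fold change was 2.06 (standard error 0.67, adjusted p = 0.0885, edgeR), and it passed the threshold with DESeq2 (adjusted p = 0.0061). Of the 7 mesothelial markers tested, 5 had lower and 2 higher means in BNC lines. No biological explanation was tested for these values. Cd3e, Cd4, Ptprc, and Adgre1 were at or under the floor of 3 counts in all lines. Xist was between 588 and 1152 CPM in all 6 lines.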
